# Transcriptional profiling and pathway analysis reveal differences in pituitary gland function, morphology, and vascularization in chickens genetically selected for high or low body weight

**DOI:** 10.1186/s12864-019-5670-9

**Published:** 2019-04-25

**Authors:** Laura E. Ellestad, Larry A. Cogburn, Jean Simon, Elisabeth Le Bihan-Duval, Samuel E. Aggrey, Mardi S. Byerly, Michel J. Duclos, Tom E. Porter

**Keywords:** Adenohypophysis, Growth, Metabolism, Body composition, Abdominal fatness, Pituitary hormones, Secretion, Angiogenesis, Cellular compromise, Microarray analysis

## Abstract

**Background:**

Though intensive genetic selection has led to extraordinary advances in growth rate and feed efficiency in production of meat-type chickens, endocrine processes controlling these traits are still poorly understood. The anterior pituitary gland is a central component of the neuroendocrine system and plays a key role in regulating important physiological processes that directly impact broiler production efficiency, though how differences in pituitary gland function contribute to various growth and body composition phenotypes is not fully understood.

**Results:**

Global anterior pituitary gene expression was evaluated on post-hatch weeks 1, 3, 5, and 7 in male broiler chickens selected for high (HG) or low (LG) growth. Differentially expressed genes (DEGs) were analyzed with gene ontology categorization, self-organizing maps, gene interaction network determination, and upstream regulator identification to uncover novel pituitary genes and pathways contributing to differences in growth and body composition. A total of 263 genes were differentially expressed between HG and LG anterior pituitary glands (*P* ≤ 0.05 for genetic line-by-age interaction or main effect of line; ≥1.6-fold difference between lines), including genes encoding four anterior pituitary hormones. Genes involved in signal transduction, transcriptional regulation, and vesicle-mediated transport were differentially expressed and are predicted to influence expression and secretion of pituitary hormones. DEGs involved in immune regulation provide evidence that inflammation and response to cellular stressors may compromise pituitary function in LG birds, affecting their ability to adequately produce pituitary hormones. Many DEGs were also predicted to function in processes that regulate organ morphology and angiogenesis, suggesting pituitary gland structure differs between the divergently selected lines.

**Conclusions:**

The large number of DEGs within the anterior pituitary gland of birds selected for high or low body weight highlights the importance of this gland in regulating economically important traits such as growth and body composition in broiler chickens. Intracellular signaling, transcriptional regulation, and membrane trafficking are important cellular processes contributing to proper hormone production and secretion. The data also suggest that pituitary function is intimately tied to structure, and organization of the gland could influence hypothalamic and systemic metabolic inputs and delivery of hormones regulating growth and metabolism into peripheral circulation.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-019-5670-9) contains supplementary material, which is available to authorized users.

## Background

The hypothalamus and pituitary gland are central components of the neuroendocrine system, which integrates internal and external cues to regulate important physiological processes including growth, metabolism, response to stress, and reproduction. At the central level, the hypothalamus transmits central nervous system signals in the form of releasing factors and release-inhibiting factors to the anterior pituitary gland, which relays information to target endocrine organs through secretion of trophic hormones [1]. Three of the six anterior pituitary hormones, adrenocorticotropic hormone [ACTH; derived from proteolytic cleavage of pro-opiomelanocortin (POMC)], thyroid-stimulating hormone (TSH), and growth hormone (GH), are important regulators of growth, metabolism, and body composition in all vertebrates.

Primarily through genetic improvements aimed at enhancing growth and nutrient utilization, broiler (meat-type) chickens have emerged as a fast-growing and efficient high-quality protein source for human consumption. Despite the importance of understanding endocrine control of growth and metabolism in chickens as it relates to optimizing efficiency of feed utilization, these processes are still not clearly understood [2, 3]. Two valuable experimental genetic model systems of selection for high and low body weight are the high weight selected (HWS) and low weight (LWS) selected lines generated and maintained at Virginia Tech [4, 5], and the high growth (HG) and low growth (LG) lines of chickens developed and maintained at the Institut National de la Recherche Agronomique (INRA) [6]. The HWS and LWS lines have been continually selected for over 50 generations and now differ almost 10-fold in body weight at the age of selection (8 weeks) [4, 5, 7]. They have been widely used to investigate growth, metabolism, and feed intake in broiler chickens. Alterations in expression of components of the somatotropic axis, including minor differences in pituitary GH expression [8], and muscle regulatory genes [9] have been observed between HWS and LWS birds. Metabolic differences between these genetic groups are highlighted by alterations in pancreatic function, glucose homeostasis, and metabolic flux in skeletal muscle and adipose tissue [10–12]. The HG and LG lines of broiler chickens have been divergently selected for a large difference in body weight at two developmental stages (juveniles at 8 weeks and adults at 36 weeks) [6], and they differ markedly in their growth curves [13] and body composition, exhibiting more than a 3-fold difference in body weight [14, 15] and an almost 20-fold difference in abdominal fatness [15] by 6 to 7 weeks post-hatch. Heavier HG birds have increased muscle fiber number and size relative to LG birds [16, 17], and their muscle cells are more responsive to in vitro stimulation with insulin-like growth factor (IGF) 1 [18]. Despite this, muscle levels of IGF receptor do not appear to differ between the two lines [19]. Hepatic IGF1 and IGF2 mRNA, as well as circulating IGF1, IGF2, and insulin, are higher in HG birds between 1 and 6 weeks post-hatch [14]. Transcriptional profiling of abdominal fat in the two lines suggests that HG birds express higher levels of transcription factors linked to adipogenesis, while LG birds exhibit increased expression of transcripts for genes that promote energy expenditure and are involved in hemostasis [15]. In addition to these molecular and endocrine differences, several quantitative trait loci for growth [20], metabolism and body composition [21], and breast meat quality [22] have been identified through use of the HG and LG lines. The large difference in body weight and ancillary changes in body composition due to divergent selection make the HG and LG chickens an ideal model to investigate the genetic basis for extreme differences in growth and metabolism, two significant economic traits in this important agricultural species. Presently, we have used this population for the discovery of additional neuroendocrine factors that regulate growth and body composition.

Consumer demand for food produced in the absence of antibiotics continues to increase, providing particular challenges for poultry production systems in terms of maintaining bird health and growth efficiency [23]. Therefore, it is critical to understand fundamental biological processes that regulate growth and body composition of broiler chickens for successful development of novel alternatives to the use of antibiotic growth promoters. Uncovering genetic mechanisms that govern these processes in the anterior pituitary gland will provide much-needed information on factors regulating growth, feed efficiency, and nutrient utilization. In the present study, we used our Del-Mar 14 K Chicken Integrated Systems Microarray [24, 25] for transcriptional analysis of the anterior pituitary gland in HG and LG broiler chicken lines at 1, 3, 5, and 7 weeks post-hatch. Novel genes and gene interaction networks were identified that regulate expression and secretion of pituitary hormones and the structure and function of the anterior pituitary gland.

## Results

### Phenotypic characterization of HG and LG chickens

In order to assess phenotypic characteristics of birds used in this study (previously reported in [15]), body weights were determined and blood was collected for hormone analysis at time of tissue collection on post-hatch weeks 1, 3, 5, and 7. As shown in Fig. 1, body weight and percentage abdominal fat were significantly different between lines at most ages (*P* ≤ 0.05; *n* = 8). Divergence in body weight and abdominal fatness was most evident at week 7, where a 3.2-fold difference in body weight and a 19.6-fold difference in abdominal fat were observed. Thyroid hormones are primary regulators of longitudinal growth in birds. Plasma levels of the prohormone thyroxine (T_4_) exhibited a line-by-age interaction and were higher in HG birds than LG birds on week 7 (Table 1). Plasma levels of metabolically active 3,5,3′-triiodothyronine (T_3_) showed significant main effects of genetic line and age. Levels were elevated in the HG birds and decreased between weeks 1 and 7 in both lines (Table 1). Thus, LG chickens could be considered to be slightly hypothyroid when compared to the HG chickens.

**Fig. 1:**
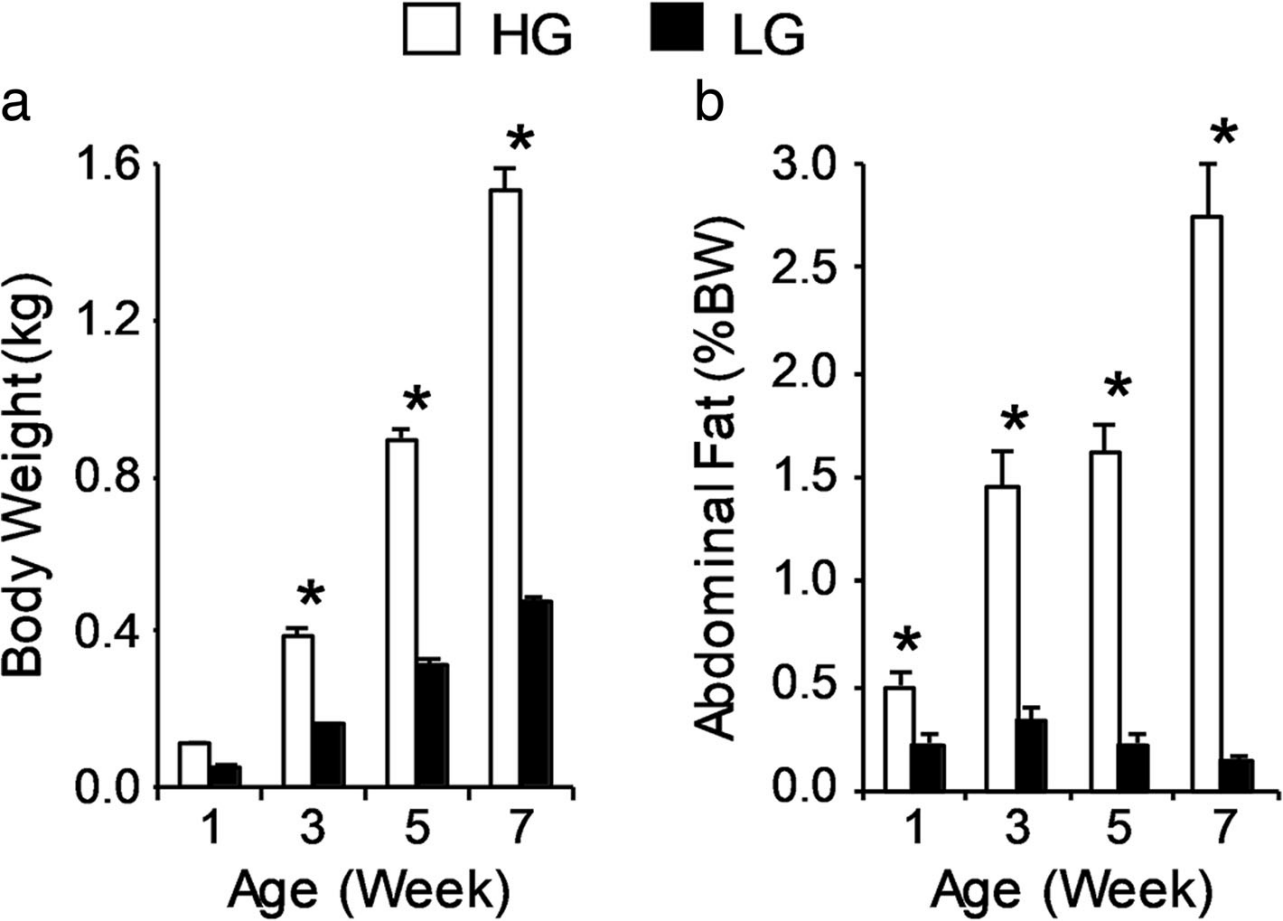
Phenotypic characterization of juvenile male HG and LG chickens. **a** Body weight (BW, kg; top) and **b** abdominal fat (% BW; bottom) of birds from each line at post-hatch weeks 1, 3, 5, and 7 (*n* = 8 birds per line). Values are expressed as mean ± SEM. When the two-way ANOVA demonstrated a significant line-by-age interaction (*P* ≤ 0.05), the presence of an asterisk (*) denotes a significant difference between the lines at the indicated age (*P* ≤ 0.05). Data included in this figure have been previously published in (21)

**Table 1:** Plasma thyroxine (T_4_) and 3,5,3′-triiodothyronine (T_3_) levels in HG and LG chickens

	Week 1	Week 3	Week 5	Week 7	^b^*P*-values		
					Line x Age	Line	Age
^a^T_4_ (ng/ml)					0.0268	0.1154	0.0151
HG	24.9 ± 0.9	28.7 ± 1.2	27.9 ± 1.9	32.1 ± 0.5*			
LG	23.2 ± 1.4	29.9 ± 1.1	29.0 ± 2.2	24.2 ± 2.3*			
^a^T_3_ (ng/ml)					0.4427	0.0035	0.0027
HG	3.0 ± 0.2	2.7 ± 0.3	2.1 ± 0.1	2.2 ± 0.1			
LG	2.3 ± 0.2	2.2 ± 0.1	1.9 ± 0.2	1.7 ± 0.2			

^a^Values are mean ± SEM for *n* = 4 birds per line

^b^When the two-way ANOVA demonstrated a significant line-by-age interaction (*P* ≤ 0.05), the presence of an asterisk (*) denotes a significant difference between the lines at the indicated age (*P* ≤ 0.05)

### Expression profiles for pituitary hormones in HG and LG birds

The primary function of the anterior pituitary gland is synthesis and secretion of five major hormones: ACTH, TSH, GH, prolactin (PRL), follicle-stimulating hormone (FSH), and luteinizing hormone (LH). TSH, FSH, and LH are heterodimers consisting of a common α-glycoprotein hormone subunit (CGA) and distinct hormone-specific β-subunits. Differences in pituitary hormone expression between HG and LG birds were determined by reverse transcription-quantitative PCR (RT-qPCR) analysis (Fig. 2). There was a significant increase in expression levels of *POMC*, *TSHβ* and *LHβ* mRNA between post-hatch weeks 1 and 7, and a main effect of line where HG birds had higher levels of *TSHβ*, *PRL*, *FSHβ*, *LHβ*, and *CGA* mRNA than LG birds (*P* ≤ 0.05; *n* = 4). There were no significant differences in pituitary GH expression over time or between lines as determined by RT-qPCR (*P* > 0.05; n = 4), although birds in the LG line tended to have higher levels of pituitary *GH* mRNA on weeks 3, 5, and 7. These results indicate that normal synthesis, and potentially secretion, of a majority of the pituitary hormones are substantially compromised in LG birds.

**Fig. 2:**
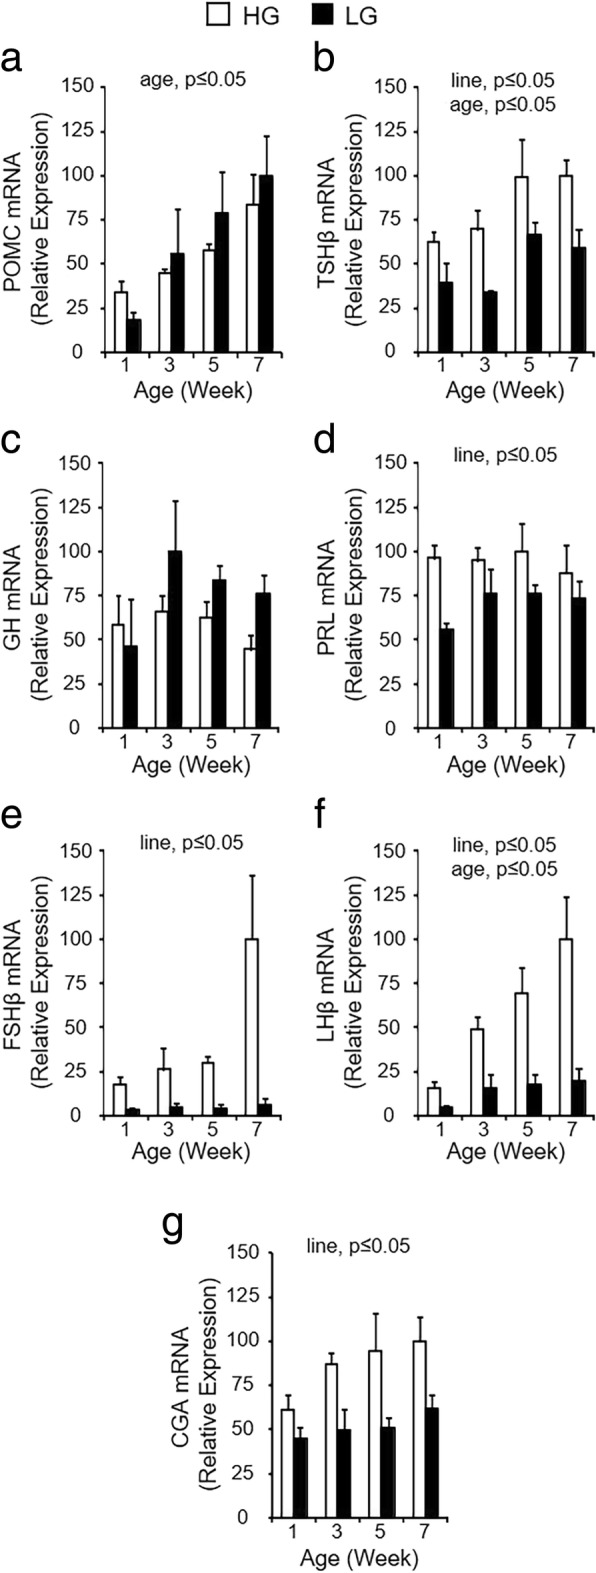
Gene expression profiles for pituitary hormones in HG and LG chickens. Levels of mRNA for POMC (**a**), TSHβ (**b**), GH (**c**), PRL (**d**), FSHβ (**e**), LHβ (**f**), and CGA (**g**) were determined on post-hatch weeks 1, 3, 5, and 7 and normalized to levels of GAPDH mRNA. Values (mean + SEM; *n* = 4 birds per line) are expressed relative to the age and line with the highest expression level (set to 100% prior to log_2_-transformation for statistical analysis). The line-by-age interaction was not significant for any hormone (*P* ≤ 0.05). Significant main effects of line and/or age (*P* ≤ 0.05) are indicated at the top of each graph, when present

### Transcriptional profiling of pituitary mRNA expression

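Anterior pituitary RNA of 31 birds was analysed here, 1 array per bird, with 3 HG birds at week 1 and 4 birds in each of the other 7 groups of line and age. The paper states 4 birds in every group, and HG week 1 replicate 3 was not among those analysed. Cy3 carried the bird and Cy5 a pool of all samples, so each spot gives a log2 ratio of the bird to the pool. The values below start from the deposited scanner intensities, background-corrected by normexp with an offset of 50 and normalized by loess within each array, with flagged spots set missing. Spots not flagged per array, of 19200 printed, numbered 14873 to 17662 in HG week 1 (median 16809), 14832 to 18000 in HG week 3 (median 16602.5), 15215 to 18026 in HG week 5 (median 16434), 16211 to 18342 in HG week 7 (median 16896.5), 15549 to 17602 in LG week 1 (median 16250.5), 14786 to 17926 in LG week 3 (median 16298), 16373 to 18012 in LG week 5 (median 16989.5) and 16381 to 17505 in LG week 7 (median 16956). Differences are HG minus LG on the log2 scale, positive where HG is higher, and the line difference is the mean over the 4 ages, tested by limma with p adjusted over 17193 spots. A bird is said to lie apart where its gap to the nearest bird, over the range of its group, passes Dixon's 95% critical value. With 3 or 4 birds per group the differences at single ages are imprecise, and the first replicate of HG week 1 carries a header naming week 3.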

In order to investigate differences in expression which could be contributing to altered pituitary hormone production and, ultimately, divergent growth and body composition, global gene expression profiling using the Del-Mar 14 K Chicken Integrated Systems Microarray was conducted in anterior pituitary glands of HG and LG broilers at weeks 1, 3, 5, and 7 post-hatch. A summary of the microarray data is given in Table 2. The array contains 19,200 spots representing 14,053 unique genes, over half of the known chicken genome. 

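The cell division genes PBK, CCNB1 and TOP2A passed the test for age, with lower means at week 7 than at week 1 in each line. PBK, a mitotic kinase (spot 25.12.15), went from 0.66 at week 1 to -0.92 at week 7 in HG birds and from 0.58 to -1.18 in LG birds (adjusted p = 4.43e-07 for age). CCNB1, which encodes cyclin B1, went from 0.41 to -0.54 in HG and from 0.39 to -0.64 in LG (adjusted p = 0.000221), and TOP2A, a DNA topoisomerase, from 0.24 to -0.50 and from 0.24 to -0.51 (adjusted p = 0.000223). The nuclear import gene KPNA2, the ribonucleotide reductase gene RRM2, the decay kinase gene SMG1 and the matrix gene OPTC passed for age too, with lower means at week 7 than at week 1 (adjusted p = 3.54e-05, 0.000902, 0.000497 and 3.54e-05). CD24, a cell-surface glycoprotein gene that passed for age, went from -0.38 to 0.52 in HG and from -0.40 to 0.20 in LG, while the age call of UBQLN4, a ubiquilin gene, rests on 1 LG week 1 array at 6.20. In CCNB1 LG week 1 replicate 3 lay apart from its group at 0.92, with the nearest bird at 0.22; in TOP2A LG week 3 replicate 4 lay apart from its group at 0.19, with the nearest bird at -0.06; in OPTC HG week 7 replicate 2 lay apart from its group at -1.41, with the nearest bird at -0.83. Age passed the moderated test at 100 spots, 75 of them named, and at 1512 by unadjusted p. Other settings moved that count by more than 1.5 times: 164 with the deposited value table, 62 with all positive spots whatever their flag, 66 with the two-way model at adjusted p, 166 with array weights and 156 with the replicate number as a block; in settings chosen after the data had been seen, 51 with only the arrays of replicate numbers 2 to 4 and 314 with the deposited value table with a block of replicate numbers. Leaving out HG week 1 replicate 1 gives 63 spots, LG week 1 replicate 2 gives 58, HG week 7 replicate 2 gives 63, HG week 7 replicate 4 gives 55 and LG week 7 replicate 4 gives 61. By the two-way model of line and age named in the methods, at unadjusted p, 2715 spots differed in any term and 1369 for age without an interaction. PBK, CCNB1 and TOP2A were picked by their age p and no list was tested for age, and MCM4 did not pass for age (adjusted p = 0.985). The proliferation list (MCM4, KIFC1, PCNA, CCNA2) did not differ between the lines (adjusted p = 0.325), with 29 of 41 positive and called over all spots 0 in HG and 0 in LG, and over the list alone 0 and 1, nor at any age (smallest adjusted p = 0.198). Its members with the smallest line p were MCM4 at -0.26 (adjusted p = 0.0786), KIFC1 at 0.48 (adjusted p = 0.439), PCNA at 0.25 (adjusted p = 0.36) and CCNA2 at -0.26 (adjusted p = 0.716). MCM4 passed for line without HG week 1 replicate 4 (adjusted p = 0.0145), and also with the deposited value table.

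**Figure D1:**
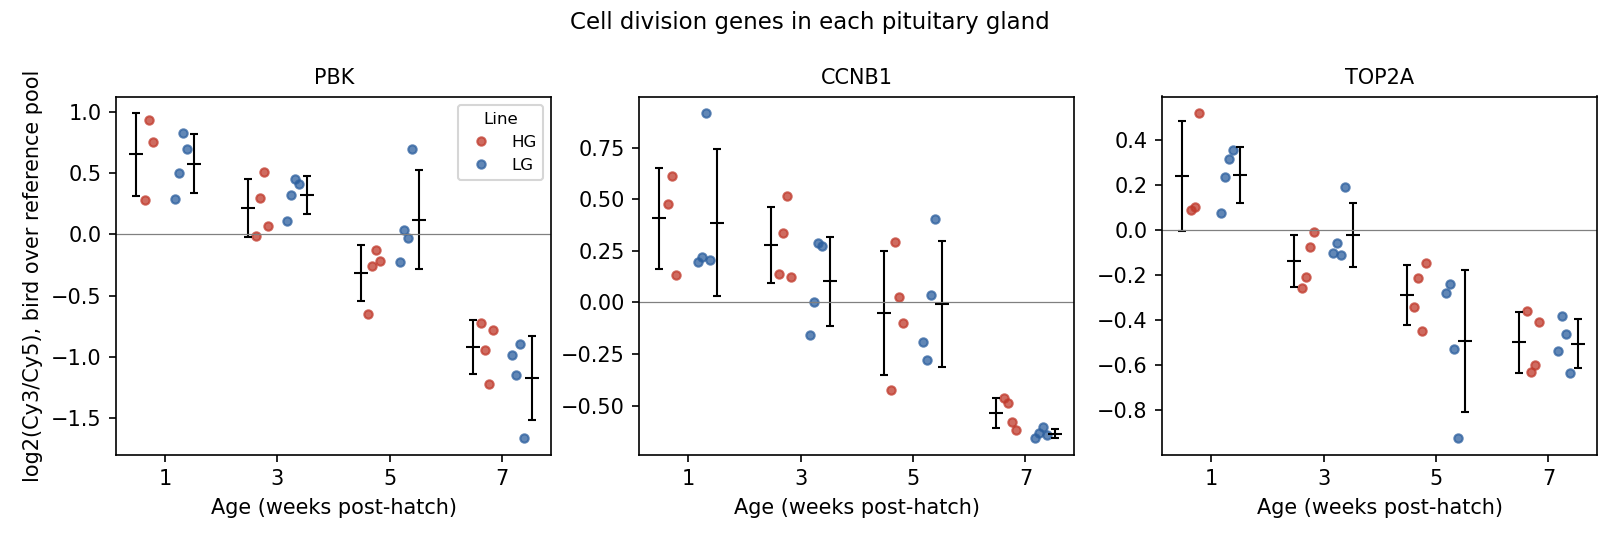
PBK, CCNB1 and TOP2A in each bird by line and age. All 3 passed the test for age (largest adjusted p = 0.000223).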

There were a total of 2312 cDNA probes that were significantly different across all comparisons. Of these, the genes of most interest were identified by the 1631 cDNA probes that were significantly different (*P* ≤ 0.05; *n* = 4) for the main effect of line (1100 probes) or the line-by-age interaction (353 probes). These effects indicate that expression is consistently higher or lower in one of the lines (main effect of line) or developmental expression profiles differ by line (line-by-age interaction). 

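The genes higher in HG birds over all ages were led by HPGDS, which encodes hematopoietic prostaglandin D synthase, at 1.85 (standard error 0.27, adjusted p = 0.000588). Also higher in HG, besides the hormone genes and unnamed spots, were the clathrin adaptor gene AP2B1 at 1.19 (standard error 0.26, adjusted p = 0.0342), the cell-surface proteoglycan gene SDC1 at 0.84 (standard error 0.10, adjusted p = 9.52e-05), the ubiquitin ligase gene DTX3 at 0.83 (standard error 0.12, adjusted p = 0.000711), the secreted glycoprotein gene NELL2 at 0.80 (standard error 0.12, adjusted p = 0.000588) and MXRA7, named for matrix remodeling, at 0.76 (standard error 0.12, adjusted p = 0.00151). UBQLN4 stood at -1.51, a difference that comes from week 1, while its later ages lie on average toward HG. Higher in LG were the mitochondrial chaperonin gene HSPD1 at -1.03 (standard error 0.23, adjusted p = 0.0388), the polyadenylation factor gene WDR33 at -0.94 (standard error 0.14, adjusted p = 0.000588) and the ubiquitin ligase gene ARIH1 at -0.93 (standard error 0.15, adjusted p = 0.00212). The aldo-keto reductase gene AKR1B10 at -0.81 (standard error 0.12, adjusted p = 0.000711), KLHL14, a kelch-like family gene, at -0.70 (standard error 0.14, adjusted p = 0.0188), the cholesterol esterification gene LCAT at -0.66 (standard error 0.13, adjusted p = 0.00997) and the transglutaminase gene TGM2 at -0.61 (standard error 0.11, adjusted p = 0.00382) were also higher in LG. The difference had 1 sign at all 4 ages in each of these except UBQLN4, which kept it at 2 and has 1 HG and 1 LG array at week 1. In AP2B1 LG week 5 replicate 4 lay apart from its group at -2.21, with the nearest bird at -0.60, and in TGM2 HG week 5 replicate 2 lay apart from its group at -1.19, with the nearest bird at -0.45. AP2B1 lost its call in 13 of the 31 fits that leave out 1 array (adjusted p up to 0.0852), and HSPD1 in 20 (up to 0.107). Both also lost it with median centring, with all positive spots whatever their flag and with the two-way model at adjusted p, and HSPD1 in the deposited value table. With only the arrays of replicate numbers 2 to 4, AP2B1, HSPD1, DTX3, WDR33, ARIH1, KLHL14 and LCAT lost their calls. Line passed the moderated test at 52 spots, 27 higher in HG and 25 in LG, 44 of them named, and at 1221 by unadjusted p. Settings that moved the line count by more than 1.5 times gave 89 with print-tip loess, 188 with the deposited value table, 103 with array weights, 93 with the replicate number as a block and 21 with a difference of at least 0.68 besides; in settings chosen after the data had been seen, 97 with no background correction, 85 with the signal-to-noise filter, 18 with only the arrays of replicate numbers 2 to 4 and 367 with the deposited value table with a block of replicate numbers. Without HG week 1 replicate 4 there were 141, and without LG week 1 replicate 3 there were 82. The two-way model of line and age gave 1120 spots for line without an interaction, 422 for the interaction and 1542 for either. The interaction passed the moderated test at 6 spots, among them UBE2N, UBQLN4, VIPR1 and EIF4EBP2, and at 441 by unadjusted p, but each of the 6 has a group of 1 array. The interaction count became 3 with each of median centring, a trend and robust prior and the replicate number as a block; 0 with each of the deposited value table, all positive spots whatever their flag, only spots on all 31 arrays and at least 2 arrays per group; 2 with the two-way model at adjusted p; in settings chosen after the data had been seen, 1 with the signal-to-noise filter, 3 with only the arrays of replicate numbers 2 to 4 and 0 with the deposited value table with a block of replicate numbers. Requiring at least 2 arrays per group removes these 6, and the two-way model then calls 361 by unadjusted p. Leaving out HG week 1 replicate 2 gives 12 interaction calls and HG week 5 replicate 4 gives 10, while HG week 3 replicates 1 and 4, HG week 5 replicate 2, LG week 5 replicates 2 and 3, and HG week 7 replicates 3 and 4 give 3 each.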

In our dataset, differentially expressed genes (DEGs) were defined as those that were detected in at least half the samples, had a statistically significant line or line-by-age effect (P ≤ 0.05), and a 1.6-fold difference between lines. 

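Among the 291 spots the study lists, HSD17B12, a hydroxysteroid dehydrogenase gene (spot 7.12.19), was higher in HG at 0.55 (standard error 0.08, adjusted p = 0.000588), and the lactate dehydrogenase gene LDHA (spot 30.15.10) was higher in LG at -0.51 (standard error 0.09, adjusted p = 0.00298). Both were picked for naming after their values were seen. Of the 291, 18 in HG and 15 in LG passed adjusted p for line, 196 passed unadjusted p, and 88 were positive and 203 negative. The list was chosen from these arrays, so the tally is no independent evidence. The study's criteria, with the two-way model at unadjusted p, gave 546 spots here, 217 with an interaction and 329 with line alone, from 17408 spots present on at least 16 arrays, and 213 of the 291 are among them. From the authors' normalized ratios the same criteria gave 285 spots, 110 and 175, and 6 of the 291 have a group without a value there. There were 235 with only spots on all 31 arrays, 362 with the fold rule at the same age and 36 with adjusted p; in settings chosen after the data had been seen, 375 with no background correction, 335 with the signal-to-noise filter and 300 with the deposited value table and a block of replicate numbers.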

Based on these criteria, there were 291 DEGs between the HG and LG pituitaries, and these represented 263 unique DEGs due to duplication of cDNA probes on the array. 

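The glycoprotein hormone beta subunits were higher in HG birds over the 4 ages: FSHB, of follicle-stimulating hormone, at 1.14 (standard error 0.21, adjusted p = 0.01), LHB, of luteinizing hormone, at 1.06 (standard error 0.16, adjusted p = 0.000592) and TSHB, of thyrotropin, at 0.85 (standard error 0.13, adjusted p = 0.0013), each with 1 sign at 4 of 4 ages. LHB kept its call in every setting it was tested in, FSHB and TSHB in all but the arrays of replicate numbers 2 to 4, and each without any single array, and in LHB HG week 7 replicate 1 lay apart from its group at -0.11, with the nearest bird at 0.78. Their shared alpha subunit CGA at 0.18 (standard error 0.24, adjusted p = 0.977), prolactin (PRL) at 0.18 (standard error 0.17, adjusted p = 0.953) and the 2 spots of POMC, the precursor of corticotropin, at 0.02 (standard error 0.09, adjusted p = 0.997) and -0.0043 (standard error 0.09, adjusted p = 0.999) did not pass the test, and in CGA LG week 5 replicate 4 lay apart from its group at -1.34, with the nearest bird at -0.36. By RT-qPCR the paper did find CGA and PRL higher in HG. The hormone list of 10 spots was higher in HG (adjusted p = 3.78e-05 and adjusted p = 0.0077 with an estimated correlation), with 7 of 10 positive, called over all spots 3 in HG and 0 in LG, and over the list alone 3 and 0, and a median of 0.14. The list loses its call when only spots present on all 31 arrays are used.

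**Figure D2:**
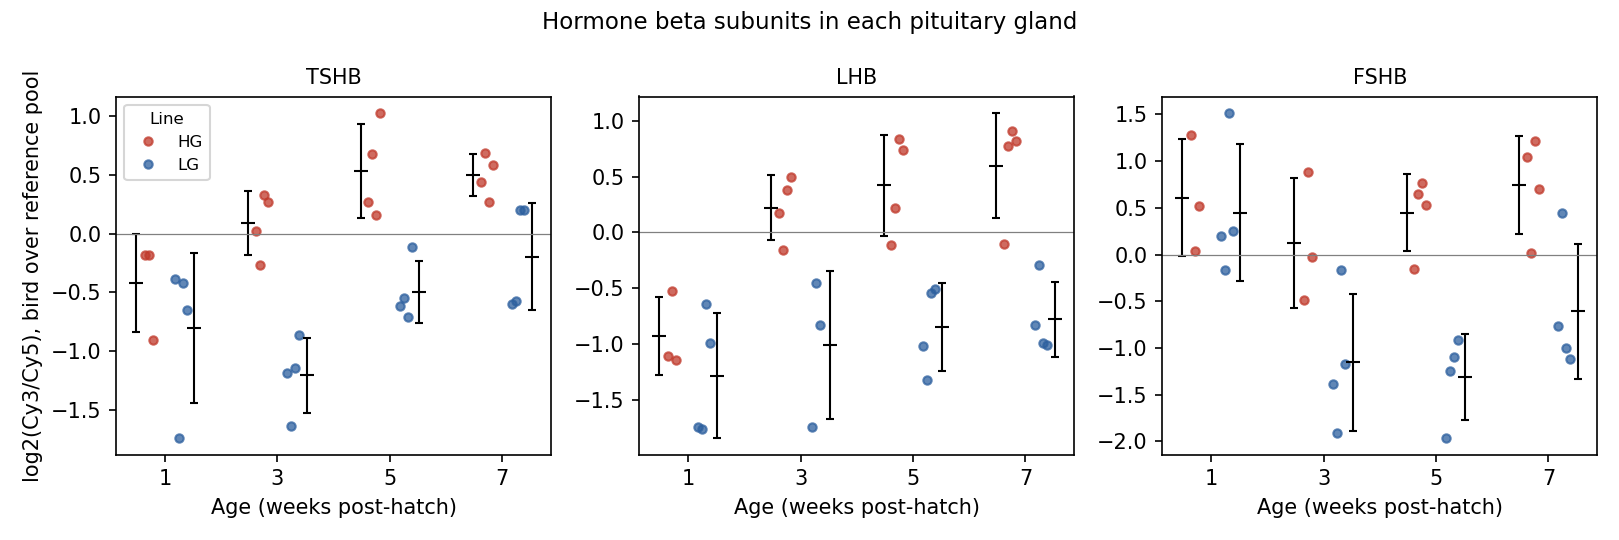
TSHB, LHB and FSHB in each bird by line and age. The line difference passed the test in all 3, with FSHB the least precise (standard error 0.21).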

Of note, this dataset of DEGs included four pituitary hormones, namely *GH*, *TSHβ*, *LHβ*, and *FSHβ* (Additional file 1). To facilitate downstream functional analysis, these DEGs were annotated using the GeneBase tool on our website (http://cogburn.dbi.udel.edu/), which provides protein identifiers for cDNA microarray probes. Of the 291 DEGs submitted, 260 were successfully annotated with protein identifiers.

**Table 2:** Summary of microarray analysis

Category	Number
Spots printed on array	19,200
Spots with cDNA probes	17,834
Unique genes represented	14,053
^a^cDNA probes within trimmed dataset	10,437
^b^Significant cDNA probes	2310
Line-by-age interaction	353
Main effect of line	1100
Main effect of age	1058
^c^Differentially expressed genes	291
Line-by-age Interaction	110
Main effect of line	181
Main effect of age	72
^d^Genes annotated with GeneBase	260

^a^cDNA probes remaining after quality control check for removal of any that were undetectable, below background, malformed, had saturated pixel intensity, or were not present on at least half of the microarray slides

^b^cDNA probes with detectable background-corrected signal on at least 16 microarray slides and significantly different at *P* ≤ 0.05

^c^cDNA probes with detectable background-corrected signal on at least 16 microarray slides, *P* ≤ 0.05 for line-by-age interaction or main effect of line, and a difference between groups of 1.6-fold or greater (0.68-fold on a log_2_-scale)

^d^Number of 291 differentially expressed genes successfully annotated with protein identifiers using the GeneBase tool at http://cogburn.dbi.udel.edu/

DEGs were organized into gene ontology (GO) categories in order to identify cellular biological processes and molecular functions that could contribute to differences in growth and body composition between the genetically divergent lines (Fig. 3). For biological process, the largest number of genes were included in categories involved in signal transduction (104 total DEGs), transport (148 total DEGs), anatomical structure and development (94 total DEGs), and response to stress/immune system processes (140 total DEGs). Consistent with this, one of the top molecular functions identified was signal transducer activity (27 total DEGs), and a large number of genes were also categorized as playing a role in DNA binding or transcription (60 total DEGs). These results indicate that processes which are related to hormone expression and secretion, gland structure and morphology, and the immune response could lead to differences in pituitary function between the HG and LG lines.

**Fig. 3:**
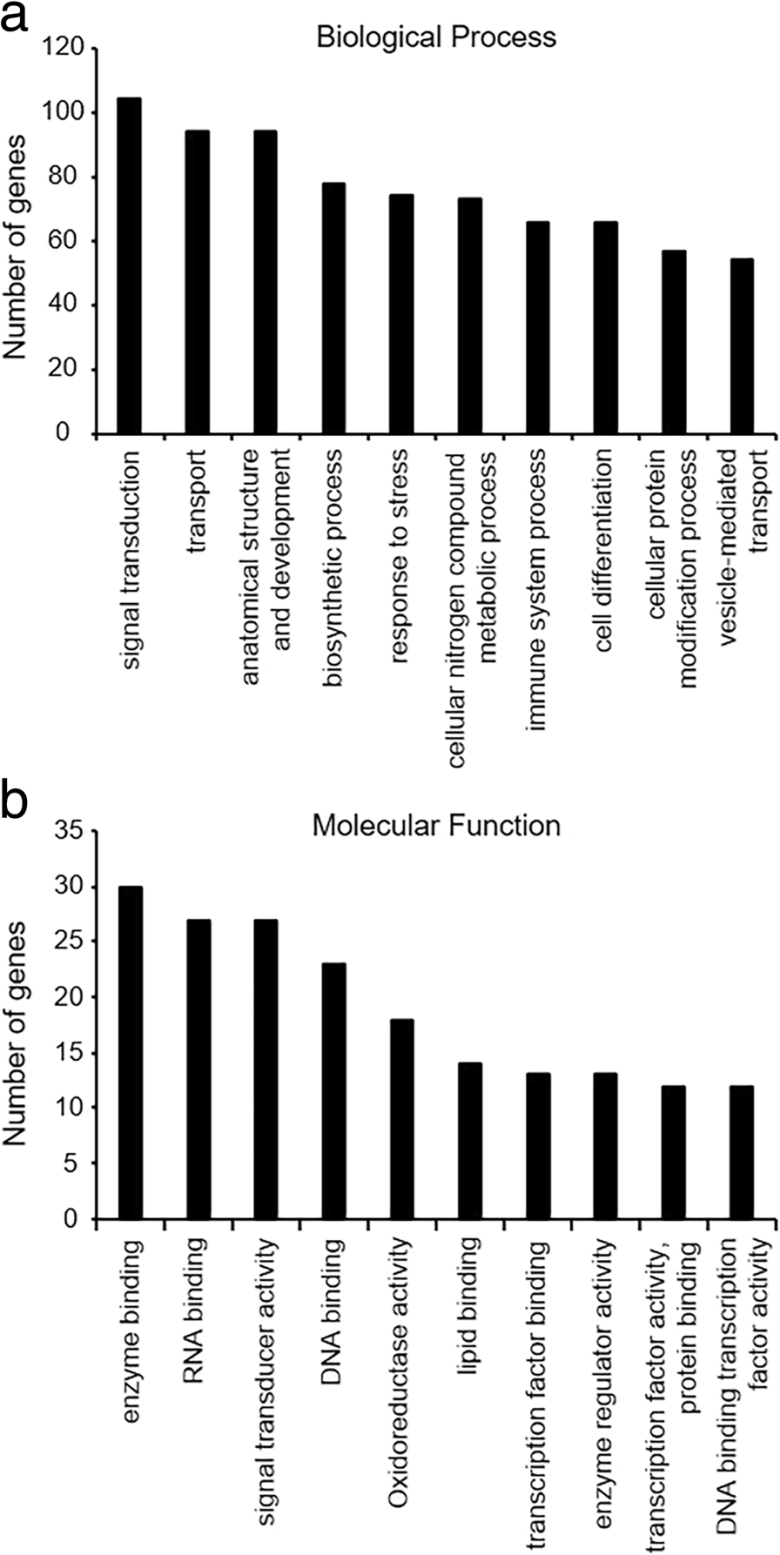
GO analysis of DEGs in the anterior pituitary gland of HG and LG chickens. Genes with a significant line-by-age interaction or a significant main effect of line (*P* < 0.05; *n* = 4 birds per line) as determined by two-way ANOVA and a difference in expression of at least 1.6-fold between HG and LG lines (291 total) were organized into GO categories based on biological process (**a**) and molecular function (**b**), using the GORetriever and GOSlimViewer tools on AgBase (http://agbase.arizona.edu/). Shown are results for the top 10 groups within each annotation category

To identify alterations in pituitary gene expression between the lines that could affect growth and metabolism, DEGs were also subject to self-organizing maps (SOMs) analysis. For each of the 291 DEGs, relative expression data (log_2_ratio_HGmean_ – log_2_ratio_LGmean_) for each age were organized into 16 clusters (c0 – c15) in a 4 × 4 configuration (Fig. 4, Additional file 2). 

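With the values used here few spots passed between the lines at a single age, and at weeks 5 and 7 the number depends on the setting. At week 1 UBQLN4, a ubiquilin gene, at -6.54 (standard error 0.28, adjusted p = 6.29e-07) and UBE2N, a ubiquitin-conjugating enzyme gene, at -2.55 (standard error 0.29, adjusted p = 0.00638) were higher in LG, and at week 3 the VIP receptor gene VIPR1 at 2.61 (standard error 0.28, adjusted p = 0.00149) was higher in HG. At week 5 the calls in LG were ARIH1 at -1.63 (standard error 0.30, adjusted p = 0.0434), HECA, a homolog of fly headcase, at -1.60 (standard error 0.27, adjusted p = 0.0434), the vesicle tethering gene USO1 at -1.51 (standard error 0.29, adjusted p = 0.0495), and CPNE1, LY6E and HLA-B. At week 7 SDC1 at 1.41 (standard error 0.20, adjusted p = 0.00113) and PLXND1 were higher in HG, and the translation repressor gene EIF4EBP2 at -2.60 (standard error 0.32, adjusted p = 0.00404), IGJ, LOXL2 and TMCC2 in LG. UBQLN4, UBE2N, VIPR1 and EIF4EBP2 each rest on 1 array in a group of that age. Calls numbered 2 at week 1, 2 at week 3, 7 at week 5 and 9 at week 7, and 516, 719, 959 and 828 by unadjusted p. The latter are 3, 4.18, 5.58 and 4.82% of the spots, near or under the share that a threshold of 0.05 gives by chance. The 631 given below for the change after week 1 are 3.67%. At week 1 other settings gave 1 with each of median centring, the two-way model at adjusted p, array weights and spots of 1 clone averaged; 0 with each of all positive spots whatever their flag, only spots on all 31 arrays and at least 2 arrays per group; in settings chosen after the data had been seen, 1 with no background correction and 5 with only the arrays of replicate numbers 2 to 4. At week 3 they were 4 with scaling between arrays; 0 with each of all positive spots whatever their flag, only spots on all 31 arrays and at least 2 arrays per group; 5 with array weights; in settings chosen after the data had been seen, 0 with the signal-to-noise filter, 1 with only the arrays of replicate numbers 2 to 4 and 11 with the deposited value table with a block of replicate numbers. At week 5 other settings gave 0 with each of median centring, scaling between arrays, the two-way model at adjusted p and array weights; 38 with the deposited value table; 1 with all positive spots whatever their flag; 13 with each of only spots on all 31 arrays and the replicate number as a block; in settings chosen after the data had been seen, 19 with no background correction, 33 with the signal-to-noise filter and 57 with the deposited value table with a block of replicate numbers. At week 7 they were 67 with the deposited value table, 4 with all positive spots whatever their flag, 3 with only spots on all 31 arrays and 62 with array weights; in settings chosen after the data had been seen, 14 with no background correction, 5 with only the arrays of replicate numbers 2 to 4 and 128 with the deposited value table with a block of replicate numbers. At weeks 1 and 5 the count hung on single arrays, 18 of 31 at each, and ran from 0 without LG week 3 replicate 4 to 13 without HG week 1 replicate 4 at week 1 and from 0 without LG week 3 replicate 1 to 47 without LG week 5 replicate 1 at week 5. At week 3 there was 1 without HG week 3 replicate 1, 6 without replicate 3, and 4 without replicate 2, replicate 4 or LG week 3 replicate 3, and at week 7 there were 17 without LG week 3 replicate 4, 4 without LG week 7 replicate 3 and 3 without LG week 7 replicate 4. The change in the line difference from week 1 to the mean of weeks 3, 5 and 7 passed the test at 3 spots, with UBQLN4 at 6.70 (standard error 0.30, adjusted p = 1.05e-06) and UBE2N at 2.73 (standard error 0.32, adjusted p = 0.00947), and at 631 by unadjusted p; settings that moved this count gave 1 with each of median centring and the two-way model at adjusted p; 0 with each of all positive spots whatever their flag, only spots on all 31 arrays and at least 2 arrays per group; in settings chosen after the data had been seen, 1 with each of the signal-to-noise filter and the deposited value table with a block of replicate numbers. That count was 1 without HG week 1 replicate 1, HG week 3 replicate 1, HG week 7 replicate 4 or LG week 7 replicate 1, 0 without LG week 3 replicate 4 or HG week 5 replicate 2, and 12 and 10 without HG week 1 replicates 2 and 4. In the clusters the study sets apart as changing after week 1, 0 of 183 spots passed adjusted p for that change and 69 unadjusted p, with median differences of 0.08 at week 1, -0.37 at week 3, -0.40 at week 5 and -0.58 at week 7. In its other clusters 0 of 108 passed and 15 by unadjusted p, with medians of 0.17 at week 1, 0.15 at week 3, -0.26 at week 5 and -0.22 at week 7, and since the clusters were formed on these values neither is independent evidence. Line calls in the changing clusters included LCAT, AKR1B10, TGM2 and MXRA7, and DTX3, NELL2 and CLU, 11 in HG and 13 in LG, against 7 and 2 in the others.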

Genes contributing to differences in phenotype should be contained in clusters where relative expression between the lines changed in a manner consistent with divergence in growth and adiposity (i.e. primarily after week 1), namely c1 (21 DEGs), c2 (22 DEGs), c4 (29 DEGs), c5 (26 DEGs), c6 (8 DEGs), c8 (22 DEGs), c9 (17 DEGs), c14 (23 DEGs), and c15 (15 DEGs). The relative expression patterns contained within these clusters changed substantially between weeks 1 and 3, the time period when body weight diverged, and remained different for the remainder of the ages examined. Genes for pituitary hormones were contained within c4 (*GH*), c14 (*TSHβ* and *LHβ*), and c15 (*FSHβ*), reflecting an increase in *GH* expression in LG birds over time and the increase in *TSHβ*, *LHβ*, and *FSHβ* at later ages in HG birds. Also contained within these and closely-related clusters are genes such as the following: secreted factors semaphorin 3F (*SEMA3F*) (c9) and semaphorin 3C (*SEMA3C*) (c15); receptors serotonin receptor 1B (*5HTR1B*) and glutamate receptor, ionotropic, AMPA 1 (*GRIA1*) (c8), frizzled-4 (*FZD4*) and fms-related tyrosine kinase 1 (*FLT1*) (c14), and plexin D1 (*PLXND1)* (c15); intracellular adenylate cyclase 2 (*ADCY2*) and dexamethasone-induced ras-related protein 1 (*RASD1*) (c4), chromogranin B (*CHGB*) (c9), and mitogen-activated protein kinase kinase kinase 7 (*MAP 3 K7*) (c14); and transcription factors UNC homeobox (*UNCX*) (c4), nuclear receptor subfamily 0, group B, member 1 (*NR0B1*) (c8), and mothers against decapentaplegic homolog 1 (*SMAD1*) (c14).

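TSHB, the thyrotropin beta subunit gene, differed by 0.38 at week 1, 1.30 at week 3, 1.03 at week 5 and 0.69 at week 7 (standard errors 0.26 to 0.29, smallest adjusted p = 0.115). LHB, of luteinizing hormone, differed by 0.36 at week 1, 1.23 at week 3, 1.27 at week 5 and 1.38 at week 7 (standard errors 0.30 to 0.32, smallest adjusted p = 0.106), and FSHB, of follicle-stimulating hormone, by 0.16 at week 1, 1.27 at week 3, 1.75 at week 5 and 1.35 at week 7 (standard errors 0.41 to 0.44, smallest adjusted p = 0.106). Across the hormone list the HG birds were higher at week 3 (adjusted p = 0.00327 and adjusted p = 0.0374 with an estimated correlation, 6 of 10 spots positive, called over all spots 0 in HG and 0 in LG, and over the list alone 3 and 0) and at week 5 (adjusted p = 0.0139 and adjusted p = 0.0896 with an estimated correlation, 6 of 10 positive, called over all spots 0 in HG and 0 in LG, and over the list alone 3 and 0). No hormone spot passed adjusted p at a single age, and the change after week 1 was 0.63 (standard error 0.32, adjusted p = 1) for TSHB, 0.93 (standard error 0.37, adjusted p = 1) for LHB and 1.30 (standard error 0.51, adjusted p = 1) for FSHB. The week 5 list call is lost without HG week 5 replicates 3 and 4 or LG week 5 replicate 1 (adjusted p up to 0.132), and both list calls with only spots on all 31 arrays.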

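SEMA3F, a secreted semaphorin gene, had a line difference of -0.22 (standard error 0.15, adjusted p = 0.871), the glutamate receptor gene GRIA1 of -0.24 (standard error 0.09, adjusted p = 0.385), the nuclear receptor gene NR0B1 of -0.27 (standard error 0.11, adjusted p = 0.548) and SMAD1, a signal transducer of bone morphogenetic proteins, of 0.64 (standard error 0.21, adjusted p = 0.292). None passed the test, and their signs held at 4, 3, 3 and 4 of 4 ages. In SEMA3F HG week 3 replicate 4 lay apart from its group at -0.08, with the nearest bird at -0.28; in GRIA1 LG week 7 replicate 4 lay apart from its group at 0.66, with the nearest bird at 0.12; in SMAD1 LG week 5 replicate 1 lay apart from its group at 0.41, with the nearest bird at -0.43. Among hypothalamic and hormone receptors, AVPR1A for vasotocin stood at -0.60 (standard error 0.15, adjusted p = 0.0759), GHRHR for growth hormone-releasing hormone at -0.25 (standard error 0.18, adjusted p = 0.891) and VIPR1 at 0.44 (standard error 0.11, adjusted p = 0.147). The receptor list did not differ between the lines (adjusted p = 0.682), with called over all spots 0 in HG and 0 in LG, and over the list alone 1 and 2, and its median of 0.05 differs in sign from the test. AVPR1A passed for line when any 1 of HG week 1 replicate 4 and LG week 1 replicate 3 was left out (adjusted p = 0.0343 to 0.0391), and also with each of only spots on all 31 arrays and array weights. With the deposited value table SMAD1 and the receptor list passed for line. The platform table names the NR0B1 spot DENND5A and the AVPR1A spot AVPR1B.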

**Fig. 4:**
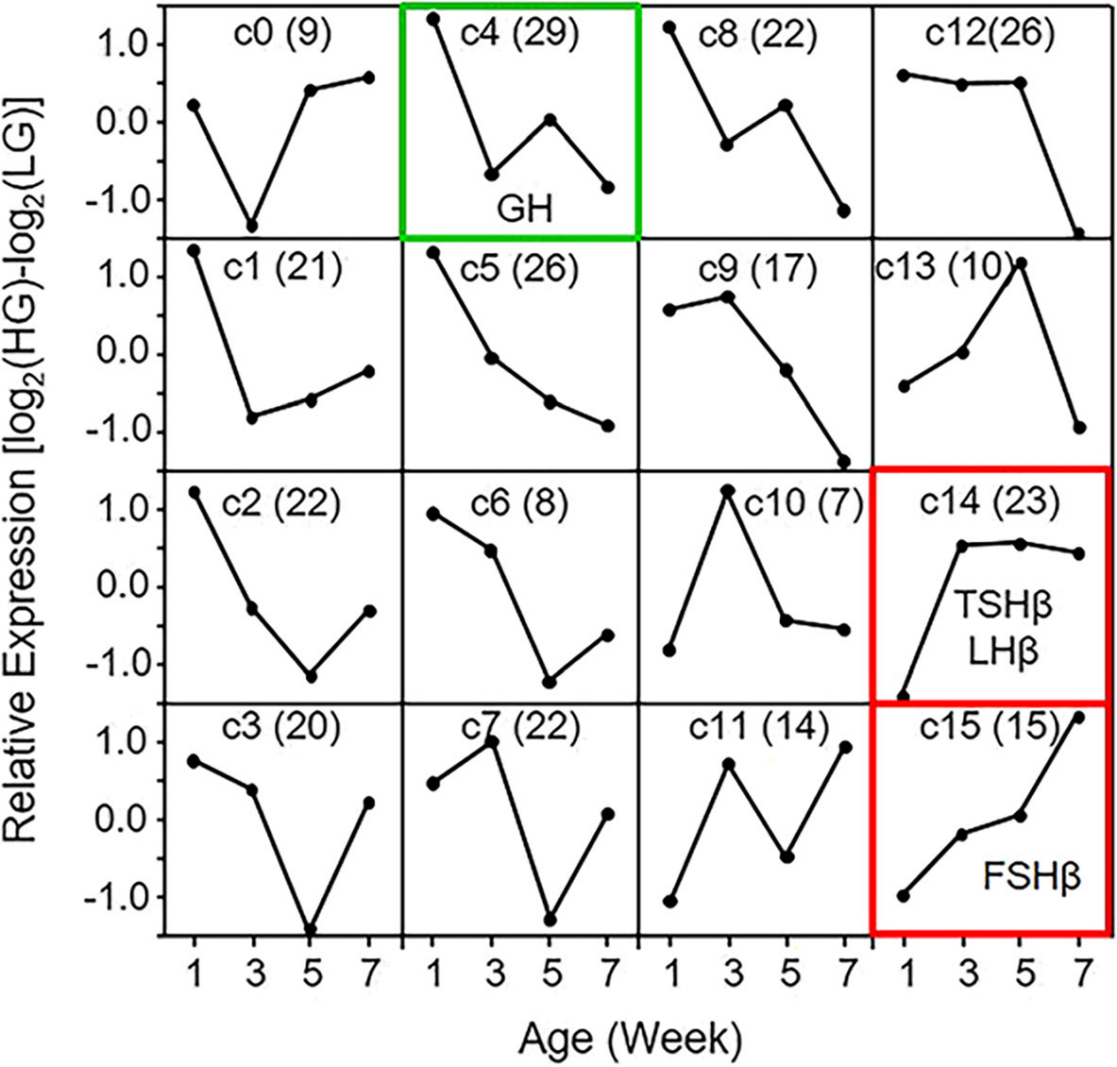
Self-organizing maps (SOMs) analysis of DEGs in the anterior pituitary of HG and LG chickens. Genes with a significant line-by-age interaction or a significant main effect of line (*P* ≤ 0.05; *n* = 4 birds per line) as determined by two-way ANOVA and a difference in expression of at least 1.6-fold between HG and LG lines (291 total) were organized into 16 clusters (c0-c15) in a 4 × 4 configuration. Data were organized into clusters as mean log_2_-ratio of HG – mean log_2_-ratio of LG. The number of genes contained within each cluster is indicated in parentheses at the top center of each cluster. Examples of important genes upregulated in LG chickens (green) or HG chickens (red) are identified in c4 (*GH*), c14 (*TSHβ and LHβ*) and c15 (*FSHβ*)

To confirm microarray expression patterns and selected relevant SOMs clusters, RT-qPCR was performed to measure mRNA expression for genes in five different clusters, as well as one that showed only a significant age effect (Fig. 5). 

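HTR1B, the serotonin receptor 1B gene, differed by -0.21 at week 1, -0.44 at week 3, -0.50 at week 5 and -0.62 at week 7 (standard errors 0.23 to 0.24, smallest adjusted p = 0.842), with a line difference of -0.44 (standard error 0.12, adjusted p = 0.112) and 1 sign at 4 of 4 ages. HTR1B passed for line when any 1 of HG week 1 replicate 4 and HG week 3 replicate 3 was left out (adjusted p = 0.0174 to 0.0273), and also with the replicate number as a block. STMN1, a microtubule destabilizer, fell with age at both spots: at spot 48.8.16 from 0.59 at week 1 to -0.30 at week 7 in HG and from 0.55 to -0.68 in LG (adjusted p = 0.000333), and at spot 20.1.20 from 0.39 to -0.45 and from 0.34 to -0.80 (adjusted p = 0.00399). Its line differences of 0.12 (standard error 0.09, adjusted p = 0.912) and 0.17 (standard error 0.10, adjusted p = 0.842) did not pass, and at the second spot LG week 3 replicate 3 lay apart from its group at 0.41, with the nearest bird at -0.22. GAPDH, a glycolytic gene used as an RT-qPCR reference, lay between -0.07 and 0.15 at its 11 spots, with the largest at spot 27.2.16 at 0.15 (standard error 0.16, adjusted p = 0.968), and as a list did not differ (adjusted p = 0.528, 9 of 11 positive, 0 called over all spots or over the list alone).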

Expression patterns of mRNA for avian leucosis virus envelope (*ALVE*) (c4), *5HTR1B* (c8), *CHGB* (c9), *TSHβ* (c14), *SEMA3C* (c15), and stathmin 1 (*STMN1*) (no cluster; age effect only) are comparable when determined by microarray (top graph in each panel) or RT-qPCR (bottom graph in each panel), confirming validity of the genome-wide transcriptional profiling and organization into SOMs clusters. Differences in expression between secreted factors and receptors, intracellular signaling molecules and chaperones, and transcription factors could affect pituitary function between HG and LG birds by contributing to differences in expression and secretion of pituitary hormones.

**Fig. 5:**
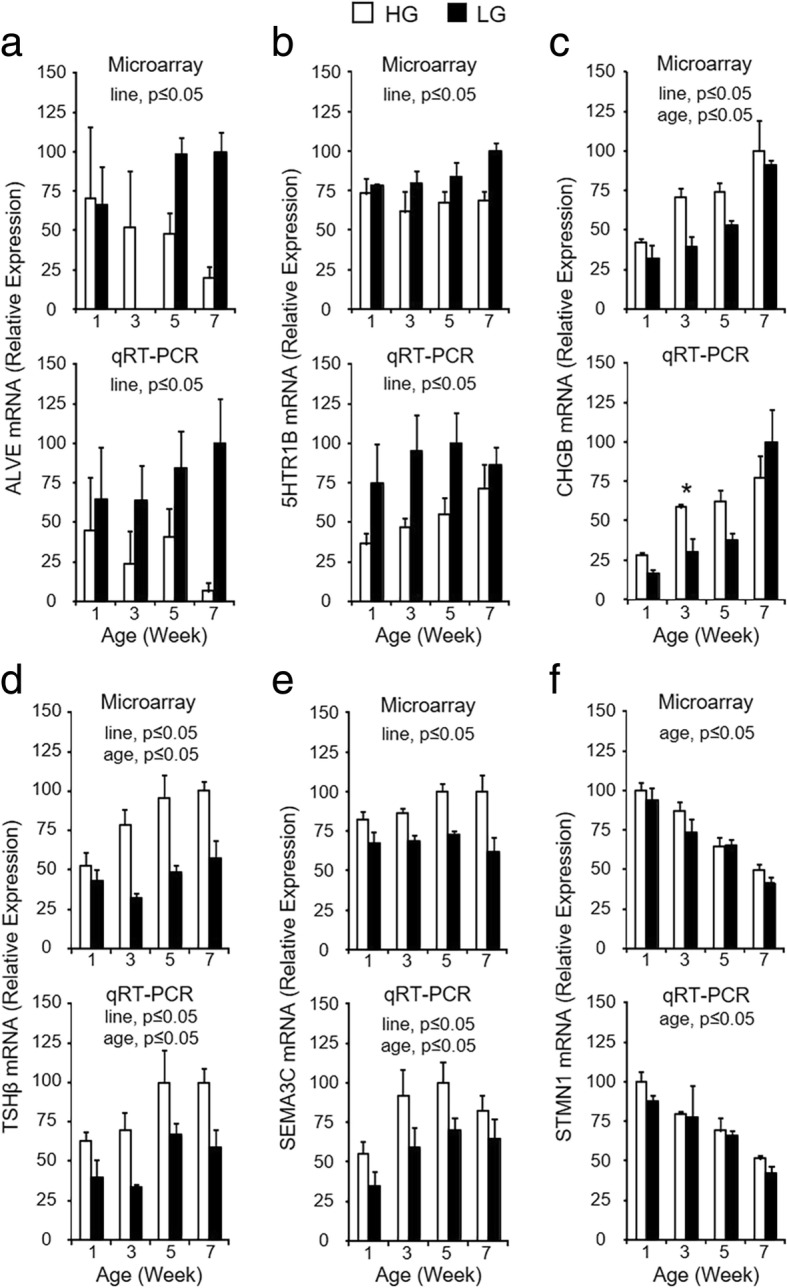
RT-qPCR confirmation of expression profiles determined by microarray and SOMs analysis for select DEGs. Microarray (**a**-**f**, top graph) and RT-qPCR (**a**-**f**, bottom graph) data are shown for each gene on post-hatch weeks 1, 3, 5, and 7. For RT-qPCR data, levels of mRNA for each gene were normalized to levels of GAPDH mRNA. Values (mean + SEM; *n* = 4 birds per line) are expressed relative to the age and line with the highest expression level for each technique (set to 100% prior to log_2_-transformation for statistical analysis). The RT-qPCR data for TSHβ mRNA (**d**, bottom) are also shown in Fig. 2b. When the two-way ANOVA demonstrated a significant line-by-age interaction (*P* ≤ 0.05), the presence of an asterisk (*) denotes a significant difference between the lines at the indicated age (*P* ≤ 0.05). Significant main effects of line and/or age (*P* ≤ 0.05) are indicated at the top of each graph when the line-by-age interaction was not significant (*P* > 0.05)

### Identification of gene interaction networks

To identify important pathways and gene networks associated with differences in pituitary mRNA expression between birds with different genetic growth potential, the functionally annotated gene list was submitted to Ingenuity Pathway Analysis (IPA) software for further functional annotation and analysis. Of the initial 260 DEGs, 249 had identifiers that mapped to the IPA annotated database and were eligible for incorporation into gene interaction networks and use in biological function identification. The top five gene interaction networks identified by IPA are listed in Table 3. The top network was associated with “Molecular Transport” (Fig. 6), and differential expression patterns of several genes within each network were confirmed by RT-qPCR (Fig. 7). A second network was identified as being associated with “Organ Morphology and Cellular Compromise” (Fig. 8), and RT-qPCR was used to confirm expression patterns of genes in this network (Fig. 9). Of particular interest are DEGs whose relative expression switches between weeks 1 and 3 or those whose magnitude increases over time, as they likely drive differences in phenotype.

**Table 3:** Top gene interaction networks containing DEGs within pituitary glands of HG and LG chickens

^a^Associated Network Functions	^b^ DEGs (#)	^c^Total Genes (#)
Molecular transport, inflammatory disease	30	34
Cancer, developmental disorder, lipid metabolism	29	33
Organ morphology, cellular compromise, cardiovascular system development and function	21	34
Endocrine system development and function, carbohydrate metabolism, small molecule biochemistry	16	34
Cell-to-cell signaling and interaction, cellular function and maintenance, tumor morphology	16	34

^a^As determined by Ingenuity Pathway Analysis gene interaction network prediction

^b^The number of DEGs between HG and LG birds from our dataset contained within each network

^c^The total number of genes contained within each network

**Fig. 6:**
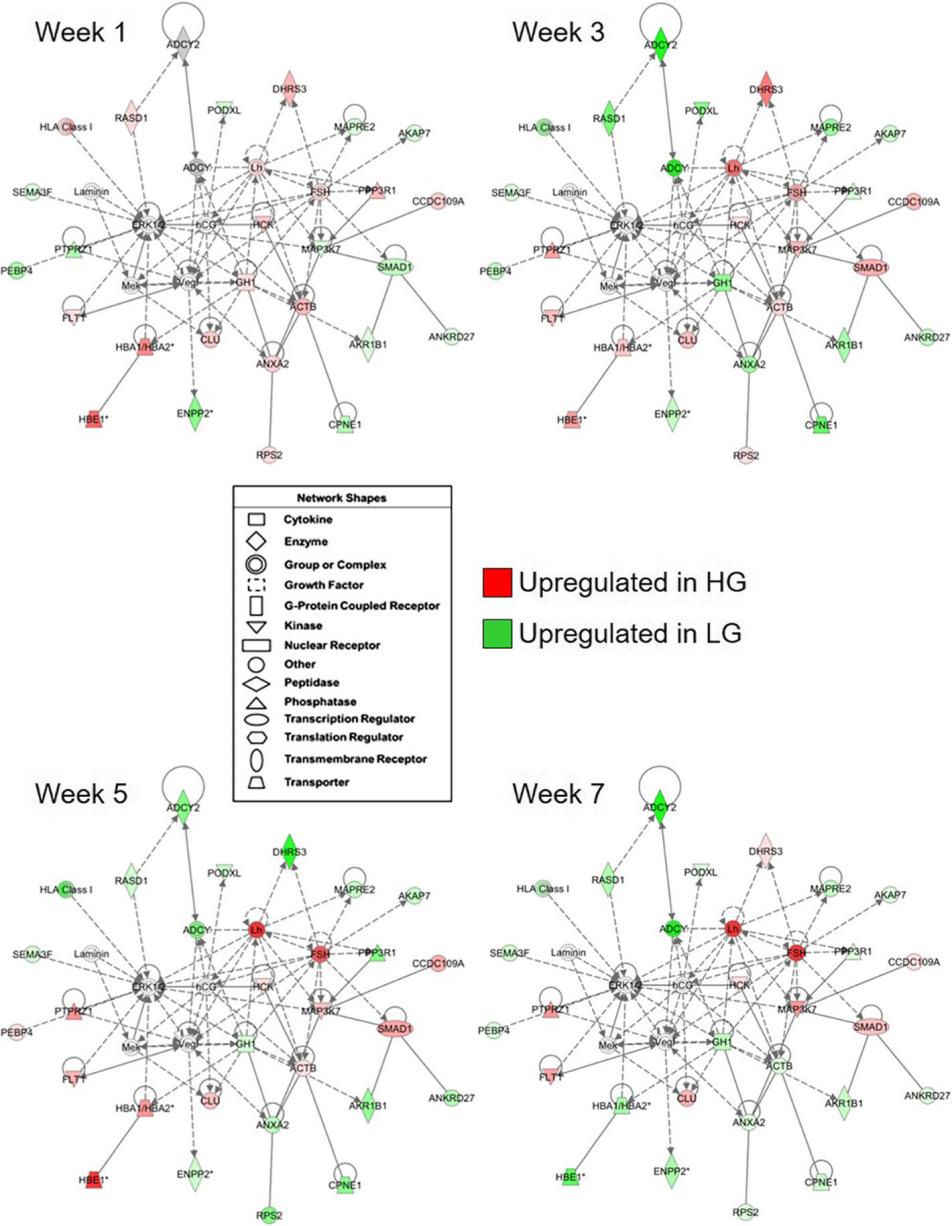
Functional gene interaction network associated with pituitary hormone production in HG and LG chickens. A gene network showing direct (solid lines) and indirect (dashed lines) relationships associated with “Molecular Transport” was identified using Ingenuity Pathway Analysis software. Genes which are colored red (upregulated in HG line) or green (upregulated in LG line) are contained within the dataset of 291 genes with a significant line-by-age interaction or a significant main effect of line (*P* ≤ 0.05; *n* = 4 birds per line) and a difference in expression of at least 1.6-fold between lines. The intensity of the red or green colored gene symbols indicates the magnitude of the difference between genetic lines. The legend indicates the functional type of each gene

**Fig. 7:**
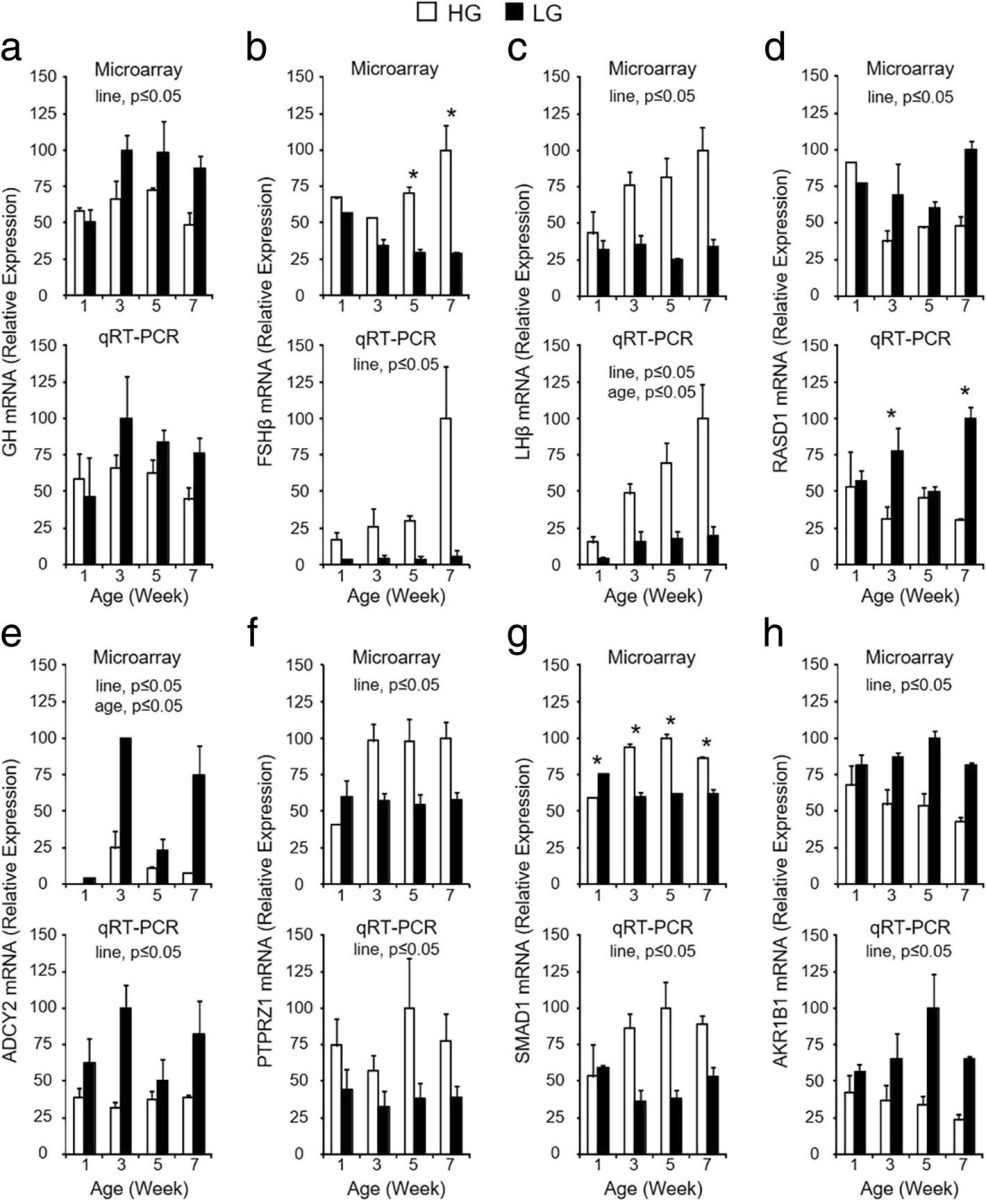
RT-qPCR confirmation of DEGs contained within the gene interaction network associated with pituitary hormone production. Microarray (**a** - **h**, top graph) and RT-qPCR (**a** - **h**, bottom graph) data are shown for each gene on post-hatch weeks 1, 3, 5, and 7. For RT-qPCR data, levels of mRNA for each gene were normalized to levels of GAPDH mRNA. Values (mean + SEM; *n* = 4 birds per line) are expressed relative to the age and line with the highest expression level for each technique (set to 100% prior to log2-transformation for statistical analysis). The RT-qPCR data for GH (**a**, bottom), FSHβ (**b**, bottom), and LHβ (**c**, bottom) are also shown in Fig. 2. When the two-way ANOVA demonstrated a significant line-by-age interaction (*P* ≤ 0.05), the presence of an asterisk (*) denotes a significant difference between the lines at the indicated age (*P* ≤ 0.05). Significant main effects of line and/or age (*P* ≤ 0.05) are indicated at the top of each graph when the line-by-age interaction was not significant (*P* > 0.05)

**Fig. 8:**
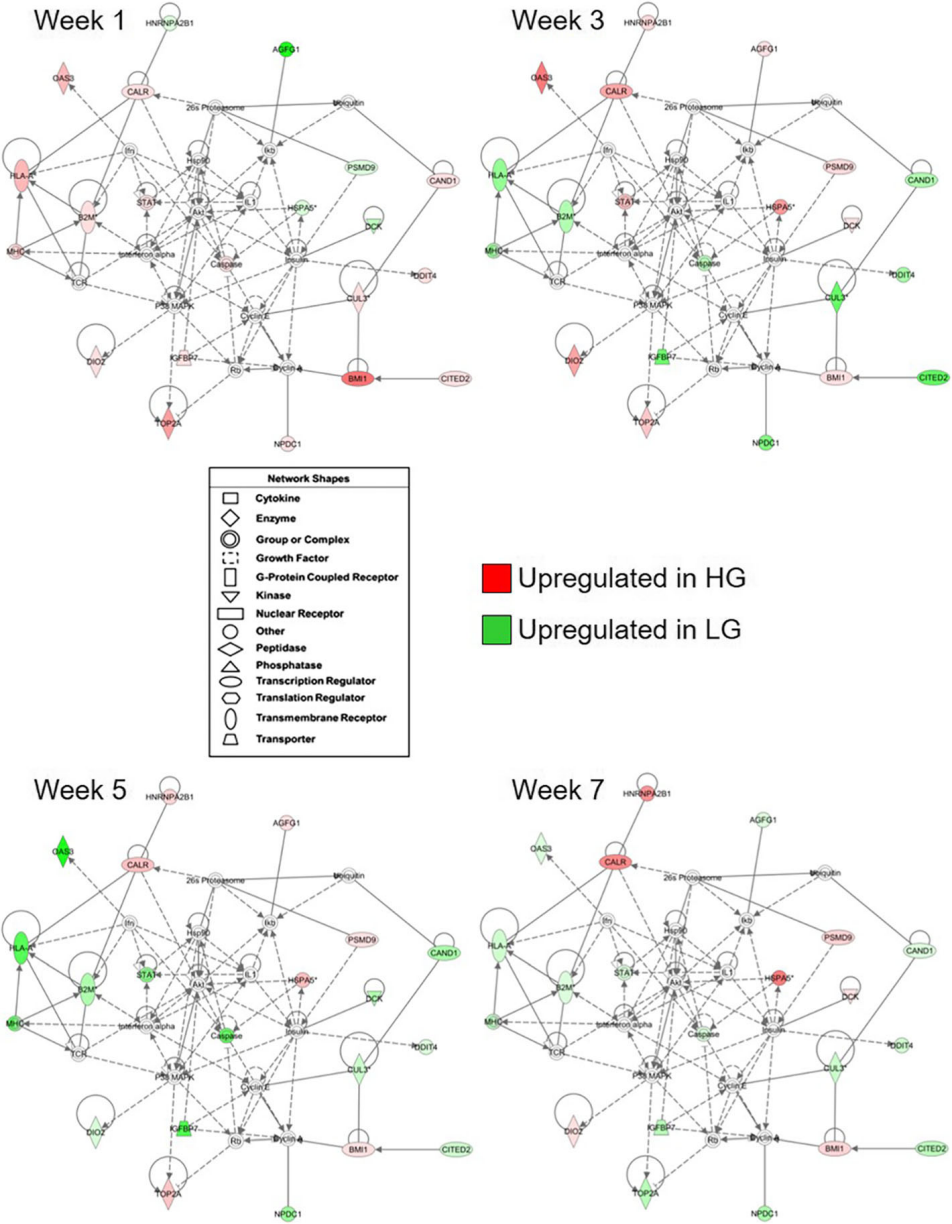
Functional gene interaction network associated with pituitary gland structure in HG and LG chickens. A gene network showing direct (solid lines) and indirect (dashed lines) relationships associated with “Organ Morphology and Cellular Compromise” was identified using Ingenuity Pathway Analysis software. Genes which are colored red (upregulated in HG line) or green (upregulated in LG line) are contained within the dataset of 291 genes with a significant line-by-age interaction or a significant main effect of line (*P* ≤ 0.05; *n* = 4 birds per line) and a difference in expression of at least 1.6-fold between lines. The intensity of the red or green colored gene symbols indicates the magnitude of the difference between genetic lines. The legend indicates the functional type of each gene

**Fig. 9:**
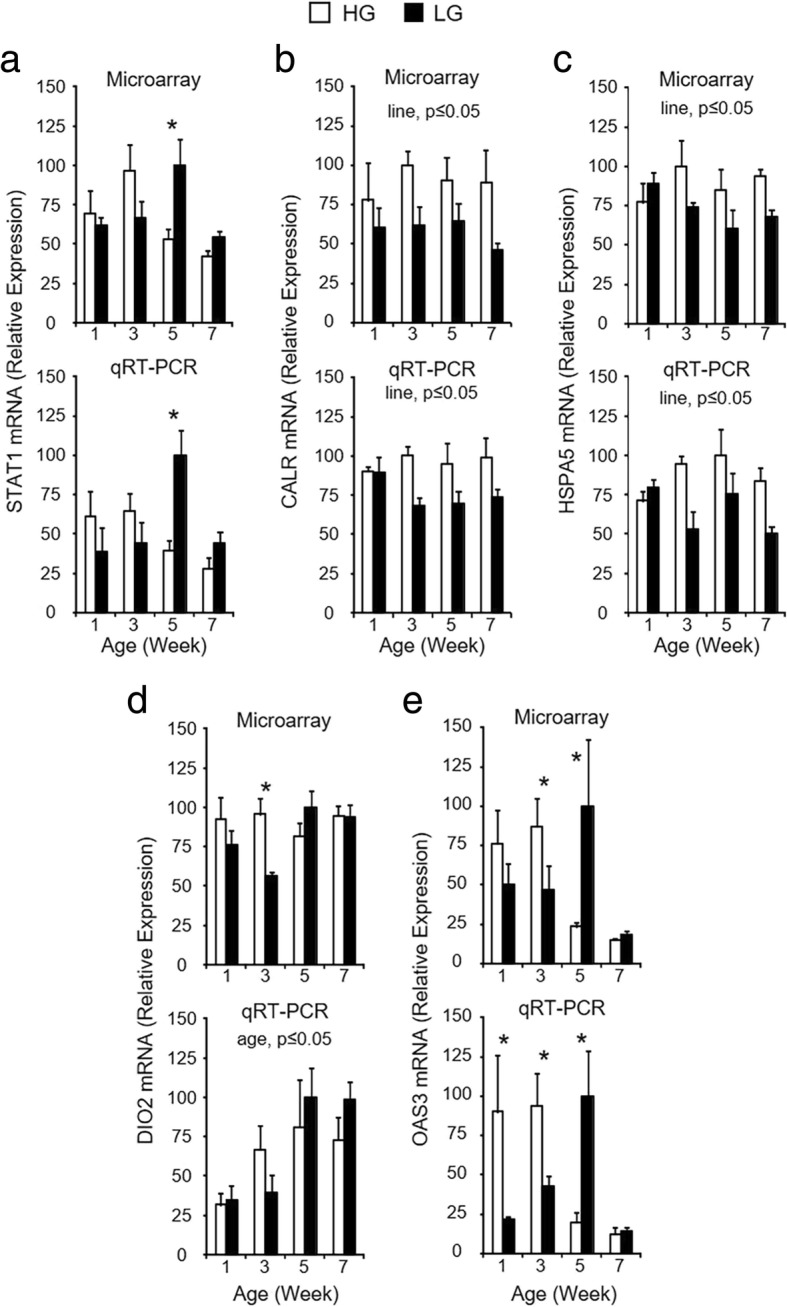
RT-qPCR confirmation of DEGs within the gene interaction network associated with pituitary gland structure. Microarray (**a** - **e**, top graph) and RT-qPCR (**a** - **e**, bottom graph) data are shown for each gene on post-hatch weeks 1, 3, 5, and 7. For RT-qPCR data, levels of mRNA for each gene were normalized to levels of GAPDH mRNA. Values (mean + SEM; *n* = 4 birds per line) are expressed relative to the age and line with the highest expression level for each technique (set to 100% prior to log_2_-transformation for statistical analysis). When the two-way ANOVA demonstrated a significant line-by-age interaction (*P* ≤ 0.05), the presence of an asterisk (*) denotes a significant difference between the genetic lines at the indicated age (*P* ≤ 0.05). Significant main effects of genetic line and/or age (*P* ≤ 0.05) are indicated at the top of each graph when the line-by-age interaction was not significant (*P* > 0.05)

The top network included genes involved in molecular transport (Fig. 6). This network contained several genes that play a role in signal transduction, including secreted ligands [vascular endothelial growth factor (*VEGF*) and *SEMA3F*], receptors [*FLT1* and protein tyrosine phosphatase, receptor type Z1 (*PTPRZ1*)], and intracellular signaling molecules [*RASD1*, *ADCY2*, hematopoietic cell kinase (*HCK*), *MAP3K7*, mitogen-activated protein kinase/extracellular signal-regulated kinase kinase 1 (*MEK1*), and extracellular signal-regulated kinase 1/2 (*ERK1/2*)] and regulatory subunits [protein phosphatase 3 regulatory subunit B alpha (*PPP3R1*) and A-kinase anchoring protein 7 (*AKAP7*)]. Also within this network and the dataset as a whole are genes for several calcium binding proteins involved in intracellular vesicular trafficking and protein synthesis quality control [annexin A2 (*ANXA2*), copine 1 (*CPNE1*), calreticulin (*CALR*), and heat shock protein family A, member 5 (*HSPA5*)], as well as membrane trafficking [ankyrin repeat domain-containing protein 27 (*ANKRD27*) and microtubule associated protein RP/EB family member 2 (*MAPRE2*). 

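MAP2K1, a MAP kinase kinase gene (spot 24.7.12), had a line difference of 0.01 (standard error 0.05, adjusted p = 0.998) that did not pass the test. It differed by -0.16 at week 1, 0.06 at week 3, 0.08 at week 5 and 0.04 at week 7 (standard errors 0.10 to 0.11, smallest adjusted p = 1). The list of cAMP, calcium and MAP kinase signaling genes did not differ between the lines (adjusted p = 0.833), with 19 of 35 negative and called over all spots 0 in HG and 0 in LG, and over the list alone 4 and 4. A second MAP2K1 spot, 16.19.4, is present on 22 arrays and lacks a group, so it was not tested.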

Three of the pituitary hormones (*GH*, *LH*, and *FSH*) in our dataset were also included, and differences in their expression levels between lines either switches or increases in intensity over time. This indicates that alterations in cellular signaling, membrane trafficking components, and vesicular secretion may contribute to differences in hormone expression and secretion between HG and LG birds. 

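Of 22 spots of genes that the paper's text places in this network, fewer than Table 3 counts for it, LHB, FSHB and the chaperone gene HSPA5 were called higher in HG and the copine gene CPNE1 and the sialomucin gene PODXL higher in LG. 11 spots were positive and 11 negative, 17 passed unadjusted p for line, and 0 passed adjusted p for the change after week 1, 5 by unadjusted p. Median differences were 0.06 at week 1, 0.26 at week 3, 0.07 at week 5 and -0.34 at week 7. The network was assembled from these arrays, so the counts are no independent evidence. In outline, the authors profiled the 2 lines at 4 ages, kept spots that differed by line or by line and age, grouped them by their course over age and built networks from them. They also measured several of the network genes by RT-qPCR and report that it bore out the array patterns. The paper proposes that altered signaling, membrane trafficking components and vesicular secretion add to the hormone differences, and that vascular support and immune and stress responses differ as well.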

Interestingly, the network was also populated with genes with roles in angiogenesis [(*FLT1*, *VEGF*, *HCK1*, podocalyxin-like protein 1 (*PODXL*), and hemoglobin alpha 1/hemoglobin alpha 2 (*HBA1/HBA2*)], suggesting that alterations in microvasculature formation and support differ between HG and LG birds.

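PODXL, which encodes podocalyxin, a sialomucin of vascular endothelium, was higher in LG at -0.47 (standard error 0.10, adjusted p = 0.0307), with 1 sign at 4 of 4 ages. The alpha globin spots HBA1/HBA2 17.5.7 and 40.7.18 stood at 0.22 (standard error 0.16, adjusted p = 0.899) and 0.32 (standard error 0.23, adjusted p = 0.902), the beta-type globin HBE1 at 0.31 (standard error 0.19, adjusted p = 0.836) and FECH, of heme synthesis, at -0.30 (standard error 0.11, adjusted p = 0.421), and none passed. COL4A2, a basement membrane collagen gene, stood at 0.24 (standard error 0.06, adjusted p = 0.0896) and passed with each of the deposited value table, only spots on all 31 arrays and the replicate number as a block. The endothelium and angiogenesis list did not differ over the 4 ages (adjusted p = 0.328, 33 of 54 spots positive, called over all spots 1 in HG and 1 in LG, and over the list alone 4 and 3) and was higher in HG at week 5 (adjusted p = 0.0407 and adjusted p = 0.02 with an estimated correlation, 38 of 54 positive, 0 called over all spots or over the list alone). The erythrocyte list was higher in HG at week 1 (adjusted p = 0.00666, but adjusted p = 0.249 with an estimated correlation, 13 of 16 positive, 0 called over all spots or over the list alone) and in LG at week 7 (adjusted p = 5.43e-08 and adjusted p = 0.0197 with an estimated correlation, 10 of 16 negative, called over all spots 0 in HG and 1 in LG, and over the list alone 0 and 7). Over the 4 ages it did not differ (adjusted p = 0.815, called over all spots 0 in HG and 1 in LG, and over the list alone 0 and 1), with a median of 0.05 and a mean of 0.0089 against a test toward LG. The erythrocyte list includes TMCC2, whose spot 39.7.2 followed the immunoglobulin spots in the closing section. PODXL keeps its call in 17 of the 31 fits that leave out 1 array (adjusted p up to 0.0713) and loses it with only the arrays of replicate numbers 2 to 4. The endothelium call at week 5 is lost without any of the 8 week 5 birds or HG week 1 replicate 1 (up to 0.119) and with print-tip loess, scaling between arrays, the deposited value table, only spots on all 31 arrays or array weights, and the erythrocyte call at week 1 without HG replicates 1 or 2 or LG replicate 1 (up to 0.0821). Over the 4 ages the endothelium list passed with 1 spot per gene. The platform table names HBA1/HBA2 17.5.7 HBA1 and the HBE1 spot HBBA.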

A second network of interest contained genes with a role in cellular compromise (Fig. 7). Within this network are genes associated with antigen presentation [beta-2-microglobulin (*B2M*)*,* major histocompatibility complex (*MHC*), human leukocyte antigen A (*HLA-A*), and T-cell receptor (*TCR*)], antiviral response [2′-5′-oligoadenylate synthetase 3 (*OAS3*)], and cytokine signaling or transcriptional regulation [interleukin-1, interferon alpha, inhibitor of kappa B, p38 mitogen-activated protein kinase*,* and signal transducer and activator of transcription 1 (*STAT1*)]. 

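HLA-B, a class I antigen presentation gene, was higher in LG birds over the 4 ages at -0.58 (standard error 0.10, adjusted p = 0.00458), with the same sign at 3 of 4 ages, and at week 5 at -1.11 (standard error 0.20, adjusted p = 0.0434). LY6E, an interferon-induced membrane protein gene, was higher in LG at week 5 at spot 30.2.2, at -1.47 (standard error 0.26, adjusted p = 0.0434), while its line differences of -0.35 (standard error 0.13, adjusted p = 0.417) there and -0.50 (standard error 0.17, adjusted p = 0.351) at spot 1.9.4 did not pass. The week 5 calls of HLA-B and LY6E are lost with median centring, scaling between arrays, the two-way model at adjusted p or array weights. Both are also lost without LG week 3 replicate 1. The interferon response spots as a list were higher in LG at week 5 (adjusted p = 1.2e-19 and adjusted p = 4.63e-05 with an estimated correlation, 32 of 39 negative, called over all spots 0 in HG and 1 in LG, and over the list alone 0 and 15), as were the class I spots (adjusted p = 1.4e-14 and adjusted p = 0.0085 with an estimated correlation, 32 of 39 negative, called over all spots 0 in HG and 1 in LG, and over the list alone 0 and 10). B2M, the class I light chain gene, had line differences of -0.30 (standard error 0.12, adjusted p = 0.52), -0.43 (standard error 0.11, adjusted p = 0.203) and -0.13 (standard error 0.14, adjusted p = 0.968) at spots 19.15.3, 46.1.19 and 47.1.5. OAS3, an antiviral synthetase gene, stood at -0.09 (adjusted p = 0.997), -0.14 (adjusted p = 0.99), -0.18 (adjusted p = 0.986) and -0.25 (adjusted p = 0.965) at its 4 spots, none passing. At each OAS3 spot HG week 3 replicate 1 lay apart, at -0.11, -0.49, -0.24 and -0.30 with the nearest birds at 0.86, 0.78, 0.89 and 0.74, and in HLA-B HG week 7 replicate 2 lay apart from its group at -0.57, with the nearest bird at -0.10. The class I genes MR1 and BF2 stood at -0.59 (standard error 0.14, adjusted p = 0.0637) and -0.44 (standard error 0.12, adjusted p = 0.119). MR1 passed for line when any 1 of HG week 1 replicate 4, LG week 1 replicate 3 and LG week 3 replicate 1 was left out (adjusted p = 0.00304 to 0.0418), and also with each of print-tip loess, scaling between arrays, the deposited value table, only spots on all 31 arrays, a trend and robust prior, array weights and the replicate number as a block. BF2 passed for line without HG week 1 replicate 4 (adjusted p = 0.0486). Over the 4 ages both lists were higher in LG, interferon with 29 of 39 spots negative (adjusted p = 0.00566, but adjusted p = 0.21 with an estimated correlation, 0 called over all spots or over the list alone) and class I with 30 of 39 (adjusted p = 2.66e-06, but adjusted p = 0.0693 with an estimated correlation, called over all spots 0 in HG and 1 in LG, and over the list alone 0 and 8). HLA-B loses its line call with only the arrays of replicate numbers 2 to 4. Interferon is not called over the 4 ages without HG week 1 replicate 4 (adjusted p = 0.125) or with array weights. Class I was higher in HG at week 1 (adjusted p = 0.0222, but adjusted p = 0.419 with an estimated correlation, 28 of 39 positive) and in LG at week 3 (adjusted p = 0.00147, but adjusted p = 0.274 with an estimated correlation, 28 of 39 negative) and week 7 (adjusted p = 0.0138, but adjusted p = 0.387 with an estimated correlation, 24 of 39 negative), and interferon in HG at week 3 (adjusted p = 0.0386, but adjusted p = 0.386 with an estimated correlation, 25 of 39 positive); of these only class I at week 7 has a spot called over the list alone, 1 in LG, and none over all spots. The class I call at week 1 is lost without HG replicates 1 or 4 or LG replicate 2 (up to 0.422), at week 3 without HG replicate 2 or LG replicate 4 (up to 0.313) and at week 7 without replicate 2 of either line (up to 0.12), and the interferon call at week 3 in 8 of 31 fits (up to 0.447). The class I call is also lost with array weights at week 1 and with 1 spot per gene at week 3, and the interferon call at week 3 with 1 spot per gene, all positive spots whatever their flag, only spots on all 31 arrays, at least 2 arrays per group, the two-way model or the replicate number as a block. Complement genes were higher in LG at week 5 (adjusted p = 0.00439, but adjusted p = 0.0736 with an estimated correlation, 15 of 23 negative, called over all spots 0 in HG and 0 in LG, and over the list alone 0 and 6), a call lost without HG week 5 replicate 2 or LG week 5 replicate 4 (up to 0.0682) and with 1 spot per gene, and did not differ over the 4 ages (adjusted p = 0.425, 16 of 23 negative, called over all spots 0 in HG and 0 in LG, and over the list alone 3 and 0). C1S, C1R and C1QB, which start the complement cascade, stood at -0.42 (adjusted p = 0.453), -0.22 (adjusted p = 0.797) and -0.34 (adjusted p = 0.394), and in C1S LG week 7 replicate 4 lay apart from its group at 0.80, with the nearest bird at -0.24. MHC class II genes did not differ (adjusted p = 0.0624, 10 of 15 negative, 0 called over all spots or over the list alone), with CD74 at -0.35 (adjusted p = 0.241), BLB1 at 0.18 (adjusted p = 0.786) and DMA at -0.04 (adjusted p = 0.994), nor did T cell genes (adjusted p = 0.328, 2 of 3 negative, 0 called over all spots or over the list alone), with IL2RG at -0.24 (adjusted p = 0.783) and CD3E at -0.07 (adjusted p = 0.987). For the list MHC class II antigen presentation, line passed in 7 of the 31 fits that leave out 1 array (adjusted p down to 0.0157 without LG week 3 replicate 1) and with the deposited value table, and for the list T cells, line passed without LG week 3 replicate 3 (adjusted p = 0.0146). IL2RG passed for line with the deposited value table. Macrophage and granulocyte genes as a list were higher in LG at week 5 too (adjusted p = 0.00171, but adjusted p = 0.0664 with an estimated correlation). The platform table names the HLA-B spot BF1, MR1 COQ10B, OAS3 35.13.4 DRG2 and the other OAS3 spots OASL.

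**Figure D3:**
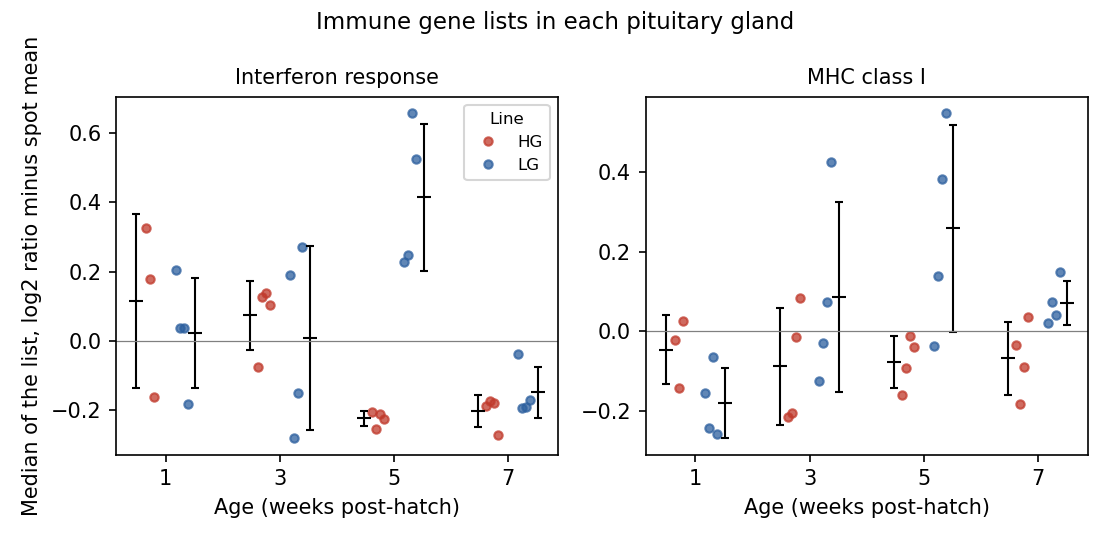
Median of the interferon response and of the MHC class I spots in each bird, after subtracting each spot's mean. The week 5 median difference over spots was -0.41 for interferon and -0.39 for MHC class I.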

Genes which may be responsive to other cellular stressors were also included, such as those involved in apoptosis [caspase 8 (*CASP8*), cyclin E, protein kinase B/Akt, and retinoblastoma protein] or cellular responses to DNA damage [DNA damage-inducible transcript 4 (*DDIT4*)]. 

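CASP8, an apoptosis protease gene, differed by 0.11 at week 1, -0.44 at week 3, -1.60 at week 5 and -0.44 at week 7 (standard errors 0.36 to 0.39, smallest adjusted p = 0.093), with a line difference of -0.59 (standard error 0.18, adjusted p = 0.241) and 1 sign at 3 of 4 ages. DDIT4, a gene induced by DNA damage, differed by 0.05 at week 1, -0.53 at week 3, -0.08 at week 5 and -0.59 at week 7 (standard errors 0.18 to 0.19, smallest adjusted p = 0.41), with a line difference of -0.29 (standard error 0.09, adjusted p = 0.241) and 1 sign at 3 of 4 ages. Neither passed the test, and in DDIT4 LG week 1 replicate 1 lay apart from its group at -0.34, with the nearest bird at -0.03. DDIT4 passed for line without HG week 1 replicate 4 (adjusted p = 0.0225). The platform table names the CASP8 spot CASP18.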

Comparing this network on post-hatch week 1 with those of later ages, it is clear by the increase in numbers and intensity of green-colored DEGs that after divergence in growth, LG birds have increased expression of factors associated with the immune response, inflammation, and other cellular stressors. 

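None of 10 spots of genes that the paper's text places in this network, among them B2M, OAS3, CASP8 and DDIT4 and fewer than Table 3 counts for it, passed adjusted p for line, and all 10 were negative. Median differences were 0.51 at week 1, 0.08 at week 3, -1.41 at week 5 and -0.37 at week 7. The change after week 1 passed adjusted p at 0 of them and unadjusted p at 5, and line passed unadjusted p at 4. The network was drawn from these arrays and is no independent evidence, and 4 of the spots are OAS3.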

Altogether, this indicates that gene expression patterns related to the immune response and other compromising events may contribute to differences in pituitary function.

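In the cell death category the genes called for line were SDC1, CLU, HSPA5 and HPGDS in HG and HLA-B, TGM2 at both spots and LDHA in LG, and 18 of 61 spots were positive. Growth and proliferation held CLU, HSPA5, HPGDS and FSHB in HG and LCAT, AKR1B10, TGM2 and LDHA in LG, with 16 of 45 spots positive. Cell-to-cell signaling held the chaperone gene CLU and the proteoglycan gene SDC1 in HG against PODXL and TGM2 in LG (9 of 29 positive), cell cycle CLU alone (9 of 22), and cellular compromise CLU, HSPA5 and HPGDS (6 of 8). The categories are drawn from spots the study picked on these arrays, so the counts are no independent evidence.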

The top biological functions associated with DEGs in the anterior pituitary of HG and LG birds are summarized in Table 4; DEGs contained within each category are listed in Additional file 3. In terms of molecular and cellular function, 65 DEGs were associated with cellular growth and proliferation or cell cycle, and 52 DEGs were associated with cell death or cellular compromise. A large number were also associated with cellular signaling. 

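The transglutaminase gene TGM2, higher in LG at 2 spots, recurs in the cardiovascular, hematological and organ morphology categories. Beside it stand SEMA3C in the cardiovascular category (8 of 19 spots were positive), LHB and FSHB in organ morphology (5 of 14), and CLU, HSPA5, HPGDS, PODXL and HLA-B in the hematological category (14 of 32). The endocrine category holds CLU, LHB, TSHB and FSHB, all higher in HG (5 of 10). In tissue morphology 0 of 15 spots passed the moderated test and 11 passed unadjusted p. These spots were picked by the study on the same arrays, so the counts carry no independent weight.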

Physiological system development and function categories were heavily populated with genes involved in vasculature formation, including hematological and cardiac system development and function, and tissue and organ morphology. These biological functions further emphasize that differences in signaling, cellular proliferation, microvasculature formation, and morphology all affect pituitary gland function in HG and LG birds.

**Table 4:** Top biological functions of DEGs within pituitary glands of HG and LG chickens

^a^Top Biological Function	^b^DEGs (#)	^c^*P*-Value
Molecular and cellular function		
Cell death	46	9.96E-05 – 2.25E-02
Cell cycle	19	1.27E-04 – 2.25E-02
Cell-to-cell signaling and interaction	26	6.86E-04 – 2.25E-02
Cellular compromise	6	3.87E-04 – 2.09E-02
Cellular growth and proliferation	46	1.24E-03 – 2.20E-02
Physiological system development and function		
Cardiovascular system development and function	16	5.36E-05 – 2.25E-02
Organ morphology	12	5.36E-05 – 1.13E-02
Hematological system development and function	32	1.16E-04 – 2.05E-02
Tissue morphology	24	1.16E-04 – 2.05E-02
Endocrine system development and function	6	7.13E-04 – 2.25E-02

^a^As determined by Ingenuity Pathway Analysis (IPA) biological function prediction

^b^The number of differentially expressed genes between HG and LG birds from our dataset contained within each category

^c^*P*-values were determined by IPA software based on the number of DEGs from the dataset within each biological category divided by the total number of known genes assigned to that category within the database

### Upstream regulator analysis

Using IPA, upstream regulator analysis was performed to identify transcription factors with direct actions on DEGs in the pituitary glands of HG and LG birds. Transcriptional regulators associated with pituitary development and function that potentially contribute to differential expression of pituitary hormones are shown in Fig. 10a. 

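CLU, which encodes the secreted chaperone clusterin, was higher in HG at 0.54 (standard error 0.11, adjusted p = 0.0193), with 1 sign at 4 of 4 ages. The early growth response gene EGR1 stood at 0.004 (standard error 0.14, adjusted p = 0.999) and 0.23 (standard error 0.14, adjusted p = 0.82) at its 2 spots, the fibrillar collagen gene COL1A2 at 0.29 (standard error 0.14, adjusted p = 0.715) and the cell cycle inhibitor gene CDKN1C at -0.61 (standard error 0.48, adjusted p = 0.929), none passing. CDKN1C differed by 0.08 at week 1, 0.85 at week 3, -0.48 at week 5 and -2.87 at week 7 (standard errors 0.93 to 1.01, smallest adjusted p = 0.504), with HG and LG week 7 means of -1.85 and 1.02, and LG week 3 replicate 4 lay apart from its group at 2.57, with the nearest bird at -1.87. In COL1A2 birds lay apart in 3 groups: HG week 7 replicate 2 at 0.38, with the nearest bird at 0.001; LG week 1 replicate 2 at 0.20, with the nearest bird at -0.16; LG week 5 replicate 3 at 1.49, with the nearest bird at -0.20. Other matrix genes, DCN at 0.33 (adjusted p = 0.0694), OGN at -0.43 (adjusted p = 0.124) and SPARC at 0.16 (adjusted p = 0.621), did not pass, and the matrix and fibroblast list did not differ (adjusted p = 0.325, 22 of 37 positive, called over all spots 0 in HG and 0 in LG, and over the list alone 1 and 2). The list of pituitary transcription factors did not differ (adjusted p = 0.328, 10 of 18 negative, 0 called over all spots or over the list alone), with GATA2 of thyrotrophs at -0.28 (adjusted p = 0.288) and TBX19 of corticotrophs at -0.23 (adjusted p = 0.444), and in GATA2 LG week 1 replicate 1 lay apart from its group at 1.52, with the nearest bird at 0.41. GATA2 passed for line with the deposited value table. DCN passed for line when any 1 of HG week 1 replicate 4, LG week 1 replicate 2, HG week 3 replicate 3, LG week 5 replicate 3 and LG week 7 replicate 4 was left out (adjusted p = 0.0372 to 0.0494), and also with each of scaling between arrays, only spots on all 31 arrays and array weights. OGN passed for line without HG week 3 replicate 3 (adjusted p = 0.0422). CLU loses its call without HG week 1 replicate 1 (adjusted p = 0.0555) and with only the arrays of replicate numbers 2 to 4, and no tested spot stands for PAX8.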

Predicted upregulation of paired box gene 8 (*PAX8*) and early growth response protein 1 (*EGR1*) in HG birds is likely responsible for differential expression of genes associated with cell turnover that could change pituitary structure and morphology [collagen, type I, alpha 2 (*COL1A2*), clusterin (*CLU*), cyclin dependent kinase inhibitor 1C (*CDKN1C*), *CASP8*], as well as microvascular formation (*FLT1*). Other transcription factors identified as upstream regulators in this network influence pituitary cell-type differentiation and hormone expression, indicating that these could also be differentially expressed between HG and LG birds. 

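TAT, the glucocorticoid-inducible tyrosine aminotransferase gene, was higher in HG at 0.74 (standard error 0.12, adjusted p = 0.00212), with 1 sign at 4 of 4 ages. CITED2, a transcription cofactor gene, stood at -0.60 (standard error 0.19, adjusted p = 0.276) and did not pass. Glucocorticoid-responsive genes as a list did not differ over the 4 ages (adjusted p = 0.328, 10 of 21 negative, called over all spots 1 in HG and 0 in LG, and over the list alone 1 and 3), and the median of 0.0011 differs in sign from the test; with the deposited value table they passed. At week 7 they were higher in LG (adjusted p = 0.0279 and adjusted p = 0.0294 with an estimated correlation, 15 of 21 negative, called over all spots 0 in HG and 0 in LG, and over the list alone 1 and 4). Markers of B cells and plasma cells, 5 spots of 2 immunoglobulin genes, were higher in LG at week 7 as well (adjusted p = 9.87e-14 and adjusted p = 0.000259 with an estimated correlation, median -2.05). So were those of erythrocytes (adjusted p = 5.43e-08 and adjusted p = 0.0197 with an estimated correlation, median -0.20) and of macrophages and granulocytes (adjusted p = 0.00147, but adjusted p = 0.062 with an estimated correlation). The list test does not separate regulation from cell makeup. CDKN1C, in the glucocorticoid list, and TMCC2, in the erythrocyte list, followed the immunoglobulin spots in the closing section. These list calls are therefore not separate from that pattern. The week 7 call of the glucocorticoid list is lost without HG week 5 replicate 3, HG week 7 replicate 4 or LG week 7 replicate 4 (up to 0.0954) and with print-tip loess, all positive spots whatever their flag or only spots on all 31 arrays, and no tested spot stands for NR3C1.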

A second upstream regulator identified by IPA was nuclear receptor subfamily 3, group C, member 1 (*NR3C1*) or glucocorticoid receptor, which is predicted to be upregulated in HG birds on week 1 and in LG birds at later ages (Fig. 10b). 

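IRF1, an interferon regulatory transcription factor gene, differed by -0.10 at week 1, -0.16 at week 3, -0.87 at week 5 and -0.27 at week 7 (standard errors 0.37 to 0.40, smallest adjusted p = 0.809), with a line difference of -0.35 (standard error 0.19, adjusted p = 0.772) and the same sign at 4 of 4 ages. ZNFX1, an antiviral RNA sensor gene, differed by 0.10 at week 1, 0.06 at week 3, -1.32 at week 5 and -0.41 at week 7 (standard errors 0.30 to 0.32, smallest adjusted p = 0.093), and ADAR, an RNA editing gene, by 0.05 at week 1, -0.04 at week 3, -0.62 at week 5 and -0.01 at week 7 (standard errors 0.15 to 0.16, smallest adjusted p = 0.116), with line differences of -0.39 (standard error 0.15, adjusted p = 0.45) and -0.15 (standard error 0.08, adjusted p = 0.711). None passed at any age, and the change after week 1 was -0.33 (standard error 0.45, adjusted p = 1) for IRF1, -0.66 (standard error 0.37, adjusted p = 1) for ZNFX1 and -0.27 (standard error 0.18, adjusted p = 1) for ADAR.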

LG birds exhibit a substantial increase in expression of genes associated with immunity, inflammation, and other cellular stressors after week 1, such as *B2M*, *DDIT4*, interferon regulatory factor 1 (*IRF1*), 2′-5′-oligoadenylate synthetase like (*OASL*), and *PPP3R1*. This may be a result of increased pituitary glucocorticoid receptor activity in these birds as compared to those in the HG line on weeks 3, 5, and 7.

**Fig. 10:**
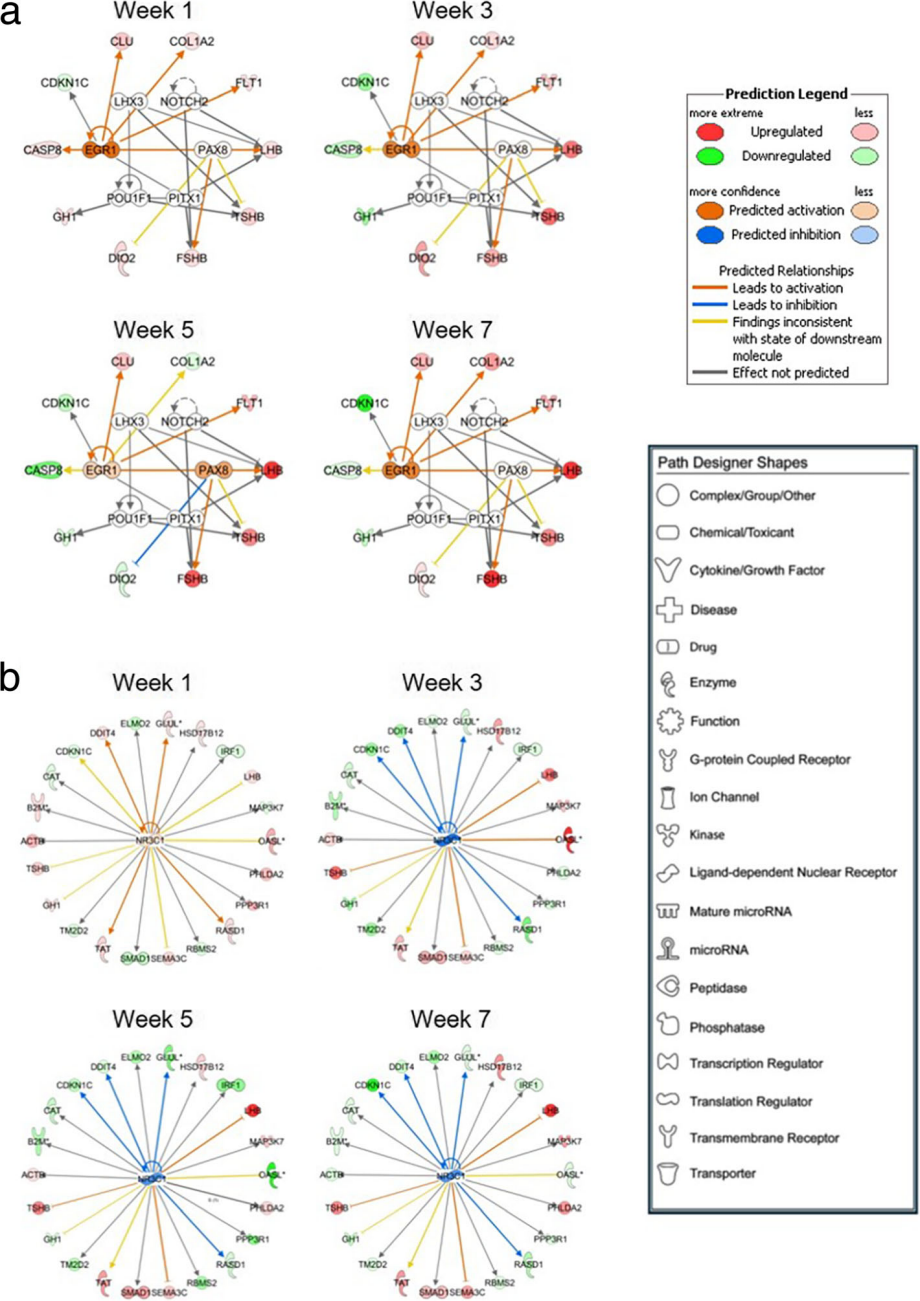
Transcriptional regulators predicted to regulate DEGs observed in the pituitary of HG and LG chickens. Upstream regulator analysis using Ingenuity Pathway Analysis was performed on the dataset of 291 genes with a significant line-by-age interaction or a significant main effect of line (*P* ≤ 0.05; *n* = 4 birds per line) and a difference in expression of at least 1.6-fold between lines. This analysis identified transcription factors with direct actions on differentially expressed target genes. **a** Transcriptional regulators associated with pituitary development and function that could contribute to differential expression of pituitary hormones were identified. **b** A large number of differentially expressed genes between the two lines are also predicted to be regulated by glucocorticoid receptor (*NR3C1*). Upstream regulators colored orange are predicted to have higher activity in HG birds, and upstream regulators colored blue are predicted to have higher activity in LG birds. Genes within the dataset that are colored red were more highly expressed in the HG line, and genes within the dataset that are colored green were more highly expressed in the LG line. The color of the line connecting transcriptional regulators to differentially expressed genes indicates IPA prediction of whether transcription factor activity should lead to upregulation (orange line) or downregulation (blue line) of the DEG targets

## Discussion

Transcriptional profiling of anterior pituitary gene expression during the juvenile growth period of broilers selected for high or low body weight has confirmed an important role for this gland in regulation of growth and metabolism in chickens. A total of 363 DEGs were identified as being developmentally regulated with age in both lines (72 DEGs) or potentially contributing to phenotypic differences between HG and LG birds (291 DEGs). Of most interest are those genes in the latter category that exhibit overall line or line-by-age interactive effects, and gene expression profiles for 19 of these DEGs were confirmed by RT-qPCR. Several approaches were taken to analyze transcriptional profiling data in order to determine how these DEGs may contribute to alterations in pituitary function and, ultimately, the divergent growth and compositional phenotypes.

Differences in pituitary hormone expression between the lines indicate that LG birds exhibit compromised pituitary function that could be manifest in altered production and secretion of several important pituitary hormones. Reduced levels of pituitary *TSH* mRNA in LG birds are consistent with our observation that circulating thyroid hormones are lower in these birds and findings of others that T_3_, and to a lesser extent T_4_, positively regulate overall body growth in chickens [26, 27] and may contribute to increased abdominal fat in HG birds [28]. Differences in expression of transcripts known to be regulated by thyroid hormones (e.g. thyroid hormone responsive spot 14 alpha (*THRSPA*), as well as enzymes responsible for activation and inactivation of T_3_ (e.g. deiodinase (*DIO*) 1 and *DIO3*), were observed in adipose tissue from these birds [15], demonstrating that alterations in pituitary TSH production are driving differential thyrotropic axis activity that directly contributes to divergence in growth and adiposity. Pituitary mRNA levels of *DIO2*, another enzyme responsible for local conversion of T_4_ to T_3_, were different between the lines. This indicates that, in addition to differences in circulating levels of thyroid hormones, there is also a potential difference between the lines related to local thyroid hormone action at the pituitary gland that could influence production of hormones such as TSH and GH. 

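DIO2, which encodes the deiodinase that activates thyroid hormone, differed by 0.38 at week 1, 0.69 at week 3, -0.35 at week 5 and -0.03 at week 7 (standard errors 0.21 to 0.23, smallest adjusted p = 0.969), with a line difference of 0.17 (standard error 0.11, adjusted p = 0.847) that held its sign at 2 of 4 ages and did not pass. In DIO2 LG week 7 replicate 4 lay apart from its group at 0.73, with the nearest bird at 0.17. The deiodinase DIO1 at 0.28 (standard error 0.09, adjusted p = 0.303), the thyroid hormone binding protein CRYM at -0.27 (standard error 0.11, adjusted p = 0.511) and the thyroid-responsive gene THRSP at 0.18 (standard error 0.08, adjusted p = 0.59) did not pass either. In DIO1 LG week 1 replicate 1 lay apart from its group at -0.36, with the nearest bird at 0.19, and LG week 3 replicate 4 lay apart from its group at 0.52, with the nearest bird at 0.19; in THRSP LG week 7 replicate 2 lay apart from its group at -0.12, with the nearest bird at 0.29. Genes of thyroid hormone metabolism and action as a list did not differ (adjusted p = 0.328, 17 of 42 positive, 0 called over all spots or over the list alone), and the median of -0.02 differs in sign from the test.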

Despite an apparent increase in the number of pituitary somatotrophs in fast-growing lines of birds during late embryonic development [29], it is well established that circulating GH is elevated in slower-growing lines of chickens after hatch [30, 31], and differences observed in pituitary *GH* mRNA levels in the current study were consistent with this. 

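GH, the growth hormone gene, at spot 43.6.9 differed by 0.67 at week 1, -0.66 at week 3, -0.49 at week 5 and -1.18 at week 7 (standard errors 0.37 to 0.40, smallest adjusted p = 0.463), with a change after week 1 of -1.44 (standard error 0.46, adjusted p = 1) and a line difference of -0.42 (standard error 0.19, adjusted p = 0.619). Spot 43.6.11 differed by -0.21 at week 1, -0.09 at week 3, -0.22 at week 5 and 0.13 at week 7 (standard errors 0.22 to 0.25, smallest adjusted p = 1) and spot 7.1.6 by 0.09 at week 1, 0.71 at week 3, -0.02 at week 5 and -0.35 at week 7 (standard errors 0.43 to 0.49, smallest adjusted p = 1), with line differences of -0.10 (standard error 0.11, adjusted p = 0.97) and 0.11 (standard error 0.23, adjusted p = 0.994). None passed, and at spot 43.6.11 HG week 5 replicate 2 lay apart from its group at -1.10, with the nearest bird at 0.06. The 3 spots disagree, the platform table names spot 43.6.9 LOC420294, and which of them reports GH could not be decided.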

Pituitary *GH* mRNA was also shown to be higher in lighter birds 4 weeks after hatch using a similar genetic model system in which HWS birds weigh approximately 10-fold more than LWS birds at 8 weeks of age [8]. It has been demonstrated in different birds from these same lines that circulating GH levels were 2.5-fold higher in LG chickens than HG chickens (unpublished observation by LAC, TEP, JS, and MJD). Despite increased pituitary GH, LG birds exhibit reduced levels of both hepatic IGF1 and IGF2 mRNA as well circulating IGFs [14]. This suggests that the slower-growing LG birds may be deficient in the hepatic response to GH, which may be a result of decreased expression of GH receptor (GHR) in liver or disruption of intracellular GHR signaling. In fact, hepatic GH-binding in LG chickens was only one-seventh that of the HG birds between 5 and 11 weeks post-hatch (unpublished observation by LAC, JS, and MJD). These findings are similar to those reported earlier in sex-link dwarf (*dw/dw*) chickens, which have elevated plasma GH, no detectable hepatic GH-binding activity, and maintain two-thirds of the plasma IGF-1 levels despite lacking a functional GHR gene [32–35]. In contrast, hepatic *GHR* mRNA expression was observed to be higher early post-hatch in LWS chickens and only modestly reduced at 4 weeks of age when compared to HWS chickens, and it was reported that *GHR* mRNA levels in breast muscle are higher in LWS birds during both embryogenesis and post-hatch [8]. Others have found that breast muscle cells from LG birds exhibit reduced sensitivity to IGF1 stimulation [18], and it has been suggested that their visceral fat may have a reduction of IGF1 signaling when compared to HG birds [15]. Taken together, it is apparent that differences in pituitary hormone production and downstream actions of these hormones play a major role in altering metabolic phenotypes in these birds.

Differential expression of receptors and intracellular signaling molecules may contribute to differences in expression of pituitary hormones between HG and LG birds. 

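PTPRZ1, which encodes a receptor tyrosine phosphatase, had a line difference of 0.36 (standard error 0.13, adjusted p = 0.375), with the same sign at 4 of 4 ages. By age it differed by 0.07 at week 1, 0.48 at week 3, 0.54 at week 5 and 0.36 at week 7 (standard errors 0.26 to 0.28, smallest adjusted p = 0.883), and the change after week 1 was 0.39 (standard error 0.31, adjusted p = 1). Neither the line difference nor the change passed, and LG week 5 replicate 2 lay apart from its group at -0.82, with the nearest bird at -0.40.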

Midkine (MDK) is a secreted protein produced by folliculostellate cells within the embryonic rat pituitary gland [36], and its receptor, *PTPRZ1*, was more highly expressed in HG birds after divergence in growth and body composition. *PTPRZ1* expression has recently been detected in the adult rat anterior pituitary [37], specifically within ACTH- and GH-producing cells, and the authors speculate that it mediates paracrine MDK signaling within these cell types. It is possible that MDK-PTRPZ signaling may be a novel regulator of these hormones, and differences in *PTPRZ1* expression between HG and LG birds may result in altered pituitary GH production. Many pituitary hormone releasing and release-inhibiting factors secreted by the hypothalamus activate G protein coupled receptors, which signal through generation of second messengers such as cyclic adenosine monophosphate (cAMP) and calcium, or MAPK pathways [38–40]. 

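RASD1, a Ras-like G protein gene induced by glucocorticoids, stood at -0.66 (standard error 0.17, adjusted p = 0.114) over the 4 ages, with the same sign at 3 of 4. Its differences were 0.19 at week 1, -1.17 at week 3, -0.33 at week 5 and -1.32 at week 7 (standard errors 0.31 to 0.40, smallest adjusted p = 0.184), and none passed the test.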

RASD1 has been shown to interfere with cAMP-stimulated peptide hormone secretion in a corticotroph cell line [41], and elevated *RASD1* mRNA levels in LG birds suggests that they have increased RASD1 activity that may contribute to the reduced expression of *TSHβ, FSHβ,* and *LHβ* mRNA in a similar manner. 

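At week 7 LG birds were higher in IGJ, the immunoglobulin joining chain gene, at -2.05 (standard error 0.37, adjusted p = 0.0184), in LOXL2, a collagen crosslinking oxidase gene, at -1.98 (standard error 0.34, adjusted p = 0.0131) and in the membrane protein gene TMCC2 at -1.52 (standard error 0.25, adjusted p = 0.0136). Spots called at week 7 number 9 with all arrays and 3 without LG week 7 replicate 4. ADCY2, an adenylyl cyclase gene, differed by -0.49 at week 1, 0.43 at week 3, -1.69 at week 5 and -3.17 at week 7 (standard errors 0.75 to 0.81, smallest adjusted p = 0.184), and its line difference of -1.23 (standard error 0.40, adjusted p = 0.276) had the same sign at 3 of 4 ages, neither passing. ADCY2 lay at 1.68 ± 1.22 (SD, n = 4) in LG and -1.49 ± 0.37 (SD, n = 4) in HG at week 7. B cell and plasma cell genes as a list were higher in LG at week 7 (adjusted p = 9.87e-14 and adjusted p = 0.000259 with an estimated correlation, 5 of 5 negative, called over all spots 0 in HG and 1 in LG, and over the list alone 0 and 4) and in HG at week 3 (adjusted p = 0.01, but adjusted p = 0.244 with an estimated correlation, 5 of 5 positive, called over all spots 0 in HG and 0 in LG, and over the list alone 1 and 0), and did not differ over the 4 ages (adjusted p = 0.0624, 4 of 5 negative, called over all spots 0 in HG and 0 in LG, and over the list alone 1 and 2). Over the 4 ages LOXL2 stood at -0.44 (standard error 0.17, adjusted p = 0.449), IGJ at -0.49 (standard error 0.19, adjusted p = 0.465) and the light chain IGLL1/IGLL5 (spot 47.16.10) at 0.60 (standard error 0.21, adjusted p = 0.449), not passing, while TMCC2 was higher in LG at -0.64 (standard error 0.13, adjusted p = 0.0262). In IGJ, which the platform table names JCHAIN, LG week 3 replicate 4 lay apart from its group at 1.54, with the nearest bird at -0.39. The week 3 call holds in 15 of the 31 fits that leave out 1 array (adjusted p up to 0.855), and in the other 16 spot 47.16.10, present on 16 arrays, falls below the minimum; without HG week 3 replicate 2 or LG week 3 replicates 2 or 3 the list then turns toward LG at week 3, short of the threshold. Requiring at least 2 arrays per group also ends the week 3 call. For the list B cells and plasma cells, line passed toward LG in those 16 fits (adjusted p down to 9.91e-05 without LG week 3 replicate 2), and also with each of median centring, scaling between arrays, the deposited value table, all positive spots whatever their flag and at least 2 arrays per group. TMCC2 loses its line call without HG week 1 replicate 1, HG week 3 replicate 1 or LG week 7 replicate 4 (up to 0.0594), with all positive spots whatever their flag, with the two-way model at adjusted p and with only the arrays of replicate numbers 2 to 4.

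**Figure D4:**
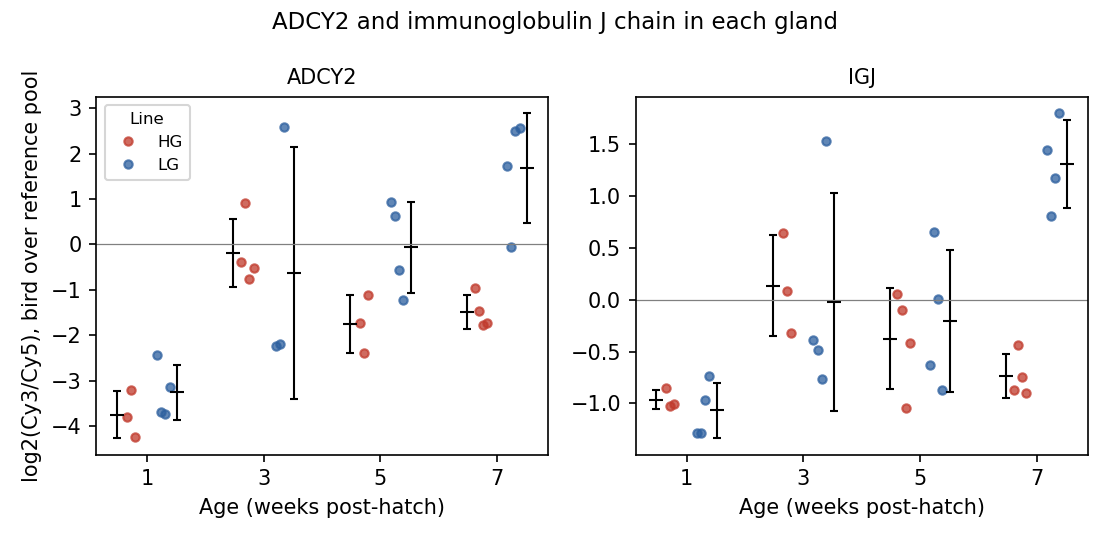
ADCY2 and IGJ in each bird by line and age. At week 7 the mean of IGJ was -0.74 in HG and 1.31 in LG birds.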

An increase in *ADCY2* expression in these birds may increase intracellular cAMP in an attempt to maintain hormone expression levels in the face of this interference. Further supporting differences in cAMP-mediated intracellular signaling between the lines is the observation that LG birds exhibit elevated levels of *AKAP7* mRNA, a scaffolding protein that binds to regulatory subunits of cAMP-activated protein kinase A and influences its activity [42]. 

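AKAP7, the kinase anchoring protein gene, had a line difference of -0.40 (standard error 0.10, adjusted p = 0.0786), with the same sign at 4 of 4 ages. It differed by -0.27 at week 1, -0.30 at week 3, -0.46 at week 5 and -0.58 at week 7 (standard errors 0.20 to 0.21, smallest adjusted p = 0.581), and none of these passed. AKAP7 passed for line when any 1 of HG week 1 replicate 4, HG week 3 replicate 3, HG week 5 replicate 2 and LG week 5 replicate 2 was left out (adjusted p = 0.0163 to 0.0419), and also with each of print-tip loess, the deposited value table and only spots on all 31 arrays. The platform table names the spot AKAIN1.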

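PPP3R1, which encodes the calcineurin B subunit, stood at -0.35 (standard error 0.12, adjusted p = 0.31), with the same sign at 3 of 4 ages, and did not pass. Its differences were 0.03 at week 1, -0.19 at week 3, -1.03 at week 5 and -0.23 at week 7 (standard errors 0.24 to 0.25, smallest adjusted p = 0.0935).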

Increased expression of mRNA for a regulatory subunit of calcineurin, *PPP3R1,* in LG birds indicates that calcium-mediated intracellular signaling may also be altered between the lines and influence pituitary hormone expression levels and/or secretion. Activin-mediated induction of FSH production is regulated by MAP3K7 in sheep pituitary cells [43], and elevated levels of *MAP3K7* mRNA in HG birds suggests that this pathway may play a similar role in birds and also be a positive regulator of pituitary hormones. In addition to differential cell signaling, HG birds exhibited higher levels of mRNA for genes associated with the basic cellular functions of transcription and translation, such as those involved in processing nascent mRNA transcripts [heterogeneous nuclear ribonucleoprotein A2/B1 (*HNRNPA2B1*)] [44], and chaperones involved in the misfolded protein response (*CALR* and *HSPA5*) [45]. 

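MAP3K7, a kinase gene of the activin and TGF-beta pathway, had line differences of 0.45 (standard error 0.10, adjusted p = 0.0585) at spot 7.7.9 and 0.43 (standard error 0.12, adjusted p = 0.177) at spot 22.4.1, each with the same sign at 4 of 4 ages. Neither passed. MAP3K7 7.7.9 passed for line when any 1 of HG week 1 replicate 4, LG week 1 replicate 3, HG week 5 replicate 1, LG week 5 replicate 4 and LG week 7 replicate 4 was left out (adjusted p = 0.00948 to 0.0372), and also with each of print-tip loess, scaling between arrays, the deposited value table, only spots on all 31 arrays, a trend and robust prior, array weights and the replicate number as a block. Spot 7.7.9 differed by 0.33 at week 1, 0.49 at week 3, 0.54 at week 5 and 0.43 at week 7 (standard errors 0.21 to 0.22, smallest adjusted p = 0.709) and spot 22.4.1 by 0.10 at week 1, 0.33 at week 3, 0.47 at week 5 and 0.79 at week 7 (standard errors 0.23 to 0.28, smallest adjusted p = 0.366), and at spot 7.7.9 HG week 3 replicate 4 lay apart from its group at 0.52, with the nearest bird at 0.30.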

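HSPA5, the endoplasmic reticulum chaperone gene, was higher in HG at spot 11.9.5, at 0.55 (standard error 0.11, adjusted p = 0.0199), with 1 sign at 4 of 4 ages, while spot 22.3.3 at 0.25 (standard error 0.10, adjusted p = 0.491) did not pass. The lectin chaperone gene CALR at 0.62 (standard error 0.20, adjusted p = 0.276), the RNA-binding protein gene HNRNPA2B1 at 0.37 (standard error 0.16, adjusted p = 0.61), HYOU1, a hypoxia-induced chaperone gene, at 0.22 (standard error 0.08, adjusted p = 0.371) and HERPUD1, of the unfolded protein response, at -0.26 (standard error 0.10, adjusted p = 0.451) did not pass. Genes of protein folding in the endoplasmic reticulum as a list were higher in HG over the 4 ages (adjusted p = 0.001, but adjusted p = 0.0532 with an estimated correlation, 30 of 41 positive, called over all spots 1 in HG and 0 in LG, and over the list alone 1 and 0) and at week 7 (adjusted p = 0.00115 and adjusted p = 0.0384 with an estimated correlation, 28 of 41 positive, called over all spots 0 in HG and 0 in LG, and over the list alone 1 and 0). Cytosolic ribosomal protein genes were higher in HG over the 4 ages (adjusted p = 1.26e-06, but adjusted p = 0.0572 with an estimated correlation, 57 of 66 positive, 0 called over all spots or over the list alone, median 0.09), at week 5 (adjusted p = 1.23e-10 and adjusted p = 0.0236 with an estimated correlation, 59 of 66 positive) and at week 7 (adjusted p = 0.00887, but adjusted p = 0.368 with an estimated correlation, 43 of 66 positive). Of their members with the smallest line p, RPS24 stood at 0.25 (adjusted p = 0.124), RPS20 at 0.28 (adjusted p = 0.276), RPS10 at 0.20 (adjusted p = 0.355) and RPL6 at 0.14 (adjusted p = 0.398), each positive at 4 of 4 ages, and RPS20 passed with the deposited value table. HSPA5 loses its call without HG week 1 replicate 1 or 2 (adjusted p up to 0.0556) and with only the arrays of replicate numbers 2 to 4, and the ribosomal list at week 7 without HG replicates 2 or 4 or LG replicate 1 of that week (up to 0.135). The folding list loses its call over the 4 ages with only spots on all 31 arrays. In HSPA5 11.9.5 HG week 3 replicate 3 lay apart from its group at 0.62, with the nearest bird at 0.36; in CALR LG week 7 replicate 1 lay apart from its group at -1.32, with the nearest bird at -0.59; in RPS10 LG week 7 replicate 4 lay apart from its group at 0.28, with the nearest bird at 0.09; in RPS20 HG week 5 replicate 2 lay apart from its group at 1.16, with the nearest bird at 0.18. In HERPUD1 LG week 3 replicate 1 lay apart from its group at 1.21, with the nearest bird at 0.11, and LG week 5 replicate 1 lay apart from its group at 0.78, with the nearest bird at 0.08.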

Alterations in intracellular signaling within pituitary glands of HG and LG birds, as well as the ability to process newly transcribed and translated genes, likely leads to differences in pituitary hormone production between the lines.

In addition to differences in pituitary hormone expression, it is clear that hormone secretion may also be altered, as HG and LG birds exhibit differential expression of several genes with roles in molecular transport and calcium-dependent membrane trafficking. The *CHGB* gene is one of the most abundantly transcribed genes in the pituitary gland [46] and is a major component of dense-core secretory vesicles within endocrine, neuronal, and other secretory cell types [47]. The observation that *CHGB* expression was elevated in the anterior pituitary of HG birds indicates that the formation of secretory vesicles containing pituitary hormones may be compromised in birds from the LG line. 

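CHGB, which encodes chromogranin B of secretory granules, had a line difference of 0.25 (standard error 0.19, adjusted p = 0.904), with the same sign at 3 of 4 ages, and differed by 0.48 at week 1, 0.67 at week 3, 0.43 at week 5 and -0.57 at week 7 (standard errors 0.36 to 0.44, smallest adjusted p = 1). Neither passed, and LG week 7 replicate 2 lay apart from its group at 2.72, with the nearest bird at 0.61. The granin family gene SCG3 at -0.75 (standard error 0.22, adjusted p = 0.162) and the prohormone processing gene CPE at 0.25 (standard error 0.11, adjusted p = 0.551) did not pass either, and in SCG3 LG week 7 replicate 2 lay apart from its group at 1.86, with the nearest bird at 0.53. The secretory granule and exocytosis list did not differ between the lines (adjusted p = 0.637, 12 of 31 negative, called over all spots 0 in HG and 1 in LG, and over the list alone 0 and 3), and its median of 0.03 differs in sign from the test.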

Vesicular transport, fluctuation in intracellular calcium levels, and membrane fusion events are necessary for proper hormone secretion from these dense-core vesicles, and differences in expression levels for genes likely involved in these processes are evident between HG and LG birds. ANKRD27 is thought to interfere with vesicle-associated membrane protein 7-mediated vesicular fusion by trapping it in a conformation unable to interact with snap receptor proteins on the opposing membrane [48]. This interaction is crucial for proper membrane fusion and release of vesicular contents at the plasma membrane, and increased levels of *ANKRD27* mRNA indicate that this process may be less efficient and interfere with hormone secretion in LG birds. 

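ANKRD27, a gene of vesicle trafficking, had a line difference of -0.36 (standard error 0.09, adjusted p = 0.0709), with the same sign at 4 of 4 ages, which did not pass. By age it differed by -0.12 at week 1, -0.32 at week 3, -0.57 at week 5 and -0.42 at week 7 (standard errors 0.17 to 0.18, smallest adjusted p = 0.356). ANKRD27 passed for line when any 1 of HG week 1 replicate 4, HG week 3 replicate 3 and LG week 5 replicate 2 was left out (adjusted p = 0.011 to 0.0349), and also with each of the deposited value table and only spots on all 31 arrays.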

In mammalian cells, CPNE1, MAPRE2, an ANXA2 are thought to play a role in proper calcium-induced trafficking to and docking with the plasma membrane [47, 49, 50]. Upregulation of mRNA expression for these genes was observed in LG pituitary glands and may be a compensation for reduced synthesis and/or functionality of hormone-secreting vesicles in these birds.

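CPNE1, a calcium-dependent phospholipid-binding copine gene, was higher in LG at -0.73 (standard error 0.10, adjusted p = 0.000265), with the same sign at 4 of 4 ages, and kept its call in every setting it was tested in and without any single array. At week 5 it was higher in LG at -1.02 (standard error 0.19, adjusted p = 0.0434), with -0.39 at week 1, -0.88 at week 3 and -0.64 at week 7. That week 5 call, unlike the line call, is lost with median centring, scaling between arrays, the two-way model at adjusted p or array weights. It is also lost without LG week 3 replicate 1. MAPRE2, a microtubule end-binding gene, at -0.47 (standard error 0.16, adjusted p = 0.292) and the membrane-binding annexin gene ANXA2 at -0.32 (standard error 0.20, adjusted p = 0.849) did not pass, with the same sign at 4 and 3 of 4 ages, and MAPRE2 passed with the deposited value table.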

Genes with a role in antigen presentation (*B2M*, *MHC*, and *HLA-A*) [51], the antiviral response (*OAS3*) [52], cytokine signaling and transcriptional regulation (*STAT1*) [53], apoptosis (*CASP8*) [54], and response to cellular stressors such as hypoxia and DNA damage response (*DDIT4*) [55] were elevated at later ages in the pituitary of LG birds. This may lead to complications similar to that seen in lymphocytic hypophysitis, which is characterized by immune cell infiltration, inflammation, and damage to pituitary cells that can result in differing levels of hypopituitarism [56–58]. 

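B2M, CASP8, DDIT4 and OAS3 did not pass the test of the change in the line difference from week 1 to the later ages: B2M stood at -0.62 (standard error 0.30, adjusted p = 1) and -0.97 (standard error 0.34, adjusted p = 1) at spots 19.15.3 and 47.1.5, CASP8 at -0.94 (standard error 0.44, adjusted p = 1) and DDIT4 at -0.46 (standard error 0.22, adjusted p = 1). OAS3 stood at -0.72, -1.03, -1.13 and -1.10 at its 4 spots (smallest adjusted p = 1). Macrophage and granulocyte genes as a list were higher in LG over the 4 ages (adjusted p = 0.001, but adjusted p = 0.0572 with an estimated correlation, 16 of 24 negative, called over all spots 0 in HG and 0 in LG, and over the list alone 0 and 2), at week 5 (adjusted p = 0.00171, but adjusted p = 0.0664 with an estimated correlation, 18 of 24 negative, called over all spots 0 in HG and 0 in LG, and over the list alone 0 and 1) and at week 7 (adjusted p = 0.00147, but adjusted p = 0.062 with an estimated correlation, 19 of 24 negative, called over all spots 0 in HG and 0 in LG, and over the list alone 0 and 2). Its members AVD, avidin, at -0.68 (adjusted p = 0.157), the scavenger receptor gene MARCO at -0.26 (adjusted p = 0.198) and the protease gene CTSS at -0.17 (adjusted p = 0.644) did not pass over the 4 ages, though MARCO did with the deposited value table. The list loses its week 5 call with 1 spot per gene or only spots on all 31 arrays and its week 7 call with the deposited value table. In AVD LG week 7 replicate 1 lay apart from its group at 0.67, with the nearest bird at 0.95.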

Interestingly, in addition to its role in response to cellular stressors, DDIT4 has recently been implicated in a wide range of cellular processes which impact energy homeostasis and metabolic function [55]. Of note is that many of these genes are upregulated in LG birds after week 3, when the metabolic and growth phenotypes diverge. Similarly, after 3 weeks of age, pituitary glucocorticoid receptor activity is predicted to be upregulated in LG birds. This may be a response to alterations in expression of genes associated with cellular stressors and further interfere with normal pituitary function. Elevated pituitary glucocorticoid receptor activity in LG birds suggests that these birds may have higher levels of circulating corticosterone, leading to metabolic alterations that negatively impact growth.

Results from several studies have demonstrated that *ALVE* transcripts are overexpressed in several tissues from slower growing chickens at most ages examined [15, 59–62]. In the present study, *ALVE* mRNA expression was higher in LG chickens from week 3 onwards, as determined by both global transcriptional profiling and RT-qPCR (Fig. 8). 

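The ALVE envelope spots 46.8.10 and 47.14.10, of an endogenous avian leukosis virus, had line differences of -2.53 (standard error 0.64, adjusted p = 0.0908) and -2.73 (standard error 0.98, adjusted p = 0.406), each negative at 4 of 4 ages, and neither passed. By age spot 46.8.10 differed by -0.84 at week 1, -2.90 at week 3, -1.94 at week 5 and -4.46 at week 7 (standard errors 1.19 to 1.37, smallest adjusted p = 0.454) and spot 47.14.10 by -0.24 at week 1, -4.19 at week 3, -2.03 at week 5 and -4.44 at week 7 (largest standard error 2.60, smallest adjusted p = 0.624). The week 3 difference at spot 47.14.10 rests on 1 LG array at 1.64 and on HG arrays at -5.39 and 0.30. Birds of the same line and age differed widely, at spot 46.8.10 from -4.08 to 1.63 in HG week 1 and from -4.27 to 1.79 in LG week 1. At week 7 spot 46.8.10 had a mean of -4.04 in HG and 0.42 in LG birds, and at spot 47.14.10 HG week 7 replicate 4 lay apart from its group at -0.91, with the nearest bird at -5.09. The related EAV-HP spots 43.3.4 and 25.7.13 stood at -0.52 (standard error 0.12, adjusted p = 0.0655) and 0.37 (standard error 0.17, adjusted p = 0.677), and ZCCHC13 at -0.95 (standard error 0.28, adjusted p = 0.196). ALVE env 46.8.10 passed for line when any 1 of HG week 1 replicate 4 and LG week 1 replicate 3 was left out (adjusted p = 0.0157 to 0.0163), and also with each of the deposited value table and array weights. EAV-HP gag-env 43.3.4 passed for line when any 1 of HG week 1 replicate 4, HG week 3 replicate 3, HG week 5 replicate 3 and LG week 5 replicate 2 was left out (adjusted p = 0.00541 to 0.0461), and also with the replicate number as a block. As a list the 5 retrovirus spots were higher in LG over the 4 ages (adjusted p = 3.78e-05 and adjusted p = 0.00882 with an estimated correlation, 4 of 5 negative, called over all spots 0 in HG and 0 in LG, and over the list alone 1 and 4), at week 3 (adjusted p = 0.0279, but adjusted p = 0.167 with an estimated correlation, 0 called over all spots or over the list alone), at week 5 (adjusted p = 0.0139, but adjusted p = 0.121 with an estimated correlation, called over all spots 0 in HG and 0 in LG, and over the list alone 0 and 1) and at week 7 (adjusted p = 2.87e-05 and adjusted p = 0.0085 with an estimated correlation, called over all spots 0 in HG and 0 in LG, and over the list alone 0 and 4). The week 3 call is lost without HG week 3 replicates 1 or 4, LG week 3 replicates 3 or 4 or HG week 5 replicate 1 (up to 0.256) and with scaling between arrays, at least 2 arrays per group, array weights or the replicate number as a block, and the week 5 call without replicates 1 or 3 of either line at that week (up to 0.121). Retrovirus spots could be named only from the study's own significant genes, so the list is no independent evidence.

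**Figure D5:**
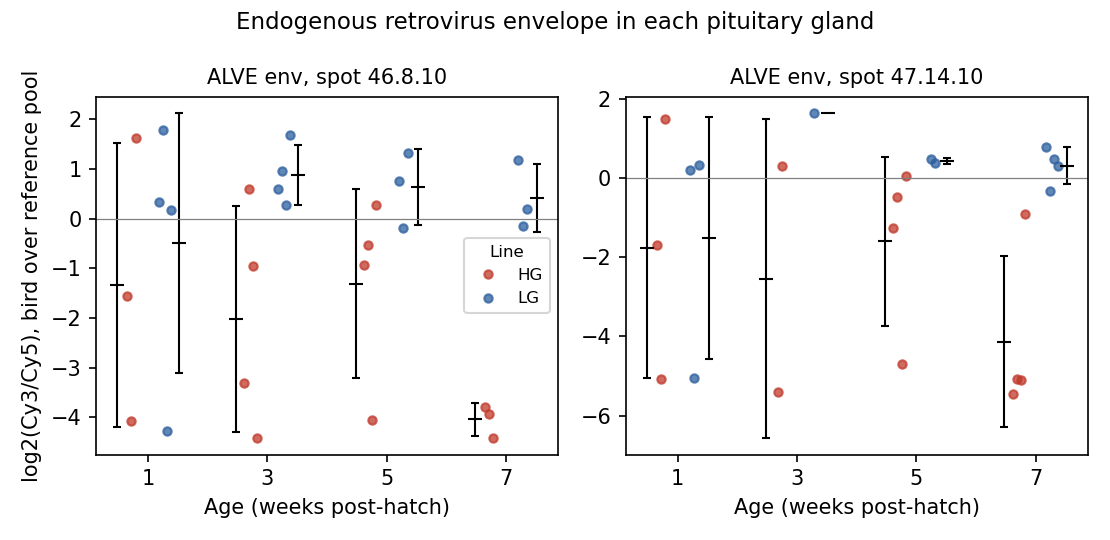
The ALVE envelope spots 46.8.10 and 47.14.10 in each bird by line and age. LG birds at week 1 had a mean of -0.49 at the first and -1.51 at the second, with replicate 3 far below the others at -4.27 and -5.04.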

In fact, it was one of the most highly DEGs between the genetic lines. Transcriptional analysis of important somatic metabolic tissues such as abdominal fat, liver, and breast muscle has also revealed that *ALVE* expression is highly upregulated in LG chickens [15, 59]. In a second, independently selected genetic model system, slower growing LWS chickens were observed to exhibit higher levels of *ALVE* mRNA in the hypothalamus, whole brain, liver, breast muscle, and adipose tissue [60–62]. These authors determined that more ALVE integration sites were detected in LWS than HWS chickens and contributed to differences in expression between the lines [62]. It is likely a similar phenomenon has occurred in our genetically divergent LG versus HG birds. While it is not known if this differential expression is a direct response to selection for high or low growth (i.e. whether the *ALVE* sequences are directly affecting growth or are linked to loci regulating growth), it is clear that presence and expression of the *ALVE* allele are highly correlated with reduced growth. In addition to the above possibilities, multiple integrations of *ALVE* may disrupt key functional genes that control growth and metabolism in chickens.

Several categories of differentially expressed genes indicate that it is likely there are differences in structure and organization within the neuroendocrine system of HG and LG broiler chickens. 

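UNCX, a homeobox transcription factor gene, stood at -0.34 (standard error 0.13, adjusted p = 0.439), with the same sign at 4 of 4 ages, and did not pass. With the deposited value table it passed. It differed by -0.15 at week 1, -0.26 at week 3, -0.30 at week 5 and -0.65 at week 7 (standard errors 0.26 to 0.28, smallest adjusted p = 0.845), and the platform table names the spot ARMH3.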

The homeobox transcription factor UNCX is involved in developing neuronal contacts between the hypothalamus and pituitary [63] and was differentially expressed between the lines, providing evidence that this connectivity may differ in HG and LG birds. Semaphorins are a class of secreted and membrane-tethered molecules that were first identified for their role in axon guidance, and plexins act as their cell-surface receptors [64]. Semaphorin-plexin D1 signaling has been shown to mediate VEGF-induced angiogenesis in mouse retina [65], with loss of signaling resulting in compromised vasculature formation. Both *SEMA3C* and its cognate receptor, *PLXND1*, were expressed at higher levels in the anterior pituitary of HG birds. 

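SEMA3C, a secreted semaphorin gene, was higher in HG at 0.66 (standard error 0.12, adjusted p = 0.00555) and PLXND1, its plexin receptor, at 0.38 (standard error 0.07, adjusted p = 0.0129), each with the same sign at 4 of 4 ages, kept without any single array and lost with only the arrays of replicate numbers 2 to 4. PLXND1 was also higher at week 7, at 0.75 (standard error 0.14, adjusted p = 0.0378), after 0.17 at week 1, 0.34 at week 3 and 0.26 at week 5. SEMA3C differed by 0.40 at week 1, 0.51 at week 3, 0.75 at week 5 and 0.99 at week 7 (standard errors 0.24 to 0.25, smallest adjusted p = 0.184).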

The VEGF receptor *FLT1* was also expressed at higher levels in HG birds at all ages. 

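FLT1, a VEGF receptor gene, had a line difference of 0.43 (standard error 0.10, adjusted p = 0.0549), positive at 4 of 4 ages, which did not pass the test. Its differences were 0.05 at week 1, 0.55 at week 3, 0.60 at week 5 and 0.52 at week 7 (standard errors 0.19 to 0.21, smallest adjusted p = 0.478). FLT1 passed for line when any 1 of HG week 1 replicate 4, LG week 1 replicate 3, LG week 3 replicate 1, HG week 5 replicate 2, HG week 7 replicate 4 and LG week 7 replicate 2 was left out (adjusted p = 0.0168 to 0.0499), and also with each of print-tip loess, the deposited value table, only spots on all 31 arrays, at least 2 arrays per group, a trend and robust prior, array weights and the replicate number as a block. The platform table names the spot VEGFRKDRL.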

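FZD4, a frizzled receptor gene, had a line difference of 0.04 (standard error 0.14, adjusted p = 0.997), with the same sign at 3 of 4 ages, and did not pass. By age it differed by -0.41 at week 1, 0.18 at week 3, 0.16 at week 5 and 0.22 at week 7 (standard errors 0.26 to 0.32, smallest adjusted p = 1), and LG week 7 replicate 4 lay apart from its group at 0.57, with the nearest bird at -0.21.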

The Wnt protein receptor FZD4 has been shown to be necessary for blood vessel morphogenesis [66] and was expressed at higher levels in HG birds at later ages. Elevated *PTPRZ1* mRNA levels in the pituitary gland of HG birds may also contribute to alterations in MDK-PTPRZ1 signaling leading to differences in pituitary gland structure and organization in addition to putative regulation of hormone production, as MDK has been shown to positively influence cell proliferation, cell migration, and angiogenesis [67]. Together, these results indicate that there may be differences between the lines related to connectivity between hypothalamic neurons, the hypophyseal portal vasculature, and the anterior pituitary gland. Alterations in microvascular formation and support may contribute to differences in metabolic feedback to the central neuroendocrine system between the genetic lines, as well as affect delivery of hypothalamic inputs to the pituitary gland or the delivery of anterior pituitary hormones into peripheral circulation.

## Conclusions

While intensive genetic selection within the broiler industry has led to rapid advances in growth rate, body composition (improved muscle accretion accompanied by increases in abdominal fat), and feed efficiency, there is still a lack of understanding related to endocrine control of growth and metabolism in these animals. As animal production systems are forced to reduce the use of antibiotics due to consumer demand and regulatory requirements, understanding biological mechanisms governing growth and metabolism in broiler chickens is crucial to maintaining production efficiency. In this study, transcriptional profiling followed by several bioinformatics approaches were used to evaluate gene expression within anterior pituitary glands of juvenile male broiler chickens selected for high or low body weight in order to identify endocrine mechanisms regulating phenotypic differences between these animals. A total of 263 candidate genes with a potential role in altering growth and metabolism were identified, and the results clearly demonstrate that molecular events associated with all levels of pituitary gland function were impacted by divergent selection. Among the candidate genes were five of the six pituitary hormones. Organization of the dataset using SOMs identified clusters of genes which could be driving phenotypic differences through altered regulation of pituitary hormone production. GO categorization and pathway analyses confirmed that processes and gene networks related to signal transduction, transcriptional regulation, and membrane trafficking and vesicle-mediated transport were different between lines and may be influencing hormone expression and secretion. Differential expression of genes involved in immune regulation was observed, suggesting that processes such as inflammation and response to cellular stressors may compromise pituitary function. Finally, genes playing a role in processes related to morphology and angiogenesis were highlighted, providing evidence that pituitary function is intimately tied to structure and that pituitary gland organization will influence hypothalamic and systemic metabolic inputs and delivery of hormones regulating growth and metabolism into peripheral circulation.

## Methods

### Animals and sample collection

Meat-type chickens maintained at INRA (Nouzilly, France) that have been divergently selected for high or low juvenile body weight at 8 weeks of age were used in this study [6]. Samples used in this study were collected from male birds that were reared as previously reported [15]. Briefly, birds were raised in floor pens (4.4 m × 3.9 m) according to standard broiler practice and given ad libitum access to water and conventional starter (weeks 0–3; 22% crude protein and 3050 kcal ME/kg) or grower (weeks 3–11; 20% crude protein, and 3100 kcal) rations. To reduce early mortality of LG birds and minimize environmental differences, the two lines were raised separately through 3 weeks of age and then placed together and raised as a mixed population for the remainder of the study. At post-hatch weeks 1, 3, 5, and 7, randomly selected birds from each group (*n* = 8 per line) were weighed, and blood was collected from the brachial vein using heparinized syringes for plasma isolation. Following cervical dislocation, abdominal fat pad weights were determined, and anterior pituitary glands were collected, immediately snap-frozen in liquid nitrogen, and stored at -80 °C until RNA extraction. Plasma levels of total T_3_ and T_4_ were determined using commercially available coated tube radioimmunoassay kits (MP Biomedicals, Solon, OH). All procedures were approved by the Institutional Animal Care and Use Committee at each of the four institutions (INRA, University of Maryland, University of Delaware, and University of Georgia).

### RNA isolation and amplification

Anterior pituitary total RNA was isolated from four birds of both lines at each of four ages (1, 3, 5, and 7 weeks post-hatch; *n* = 4) using the RNeasy Mini Kit (Qiagen, Valencia, CA) with on-column DNase digestion to eliminate potential genomic DNA contamination. Isolated total RNA was quantified with a spectrophotometer by measuring absorbance at 260 nm, and the quality was verified with a bioanalyzer (Agilent Technologies, Palo Alto, CA). As chicken anterior pituitary glands do not yield sufficient total RNA for direct analysis by microarray, a previously detailed and validated [68–70] modification of the Eberwine procedure [71] was used to amplify mRNA for hybridization. Briefly, total RNA (0.5 μg) was reverse transcribed with SuperScript II (Invitrogen, Carlsbad, CA) using an oligo (dT) primer containing a T7 promoter site (5′-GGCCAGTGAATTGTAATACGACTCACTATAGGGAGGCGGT_24_–3′; Affymetrix, Santa Clara, CA). After second-strand synthesis, the double-stranded cDNA was phenol-chloroform extracted, purified using a Microcon-30 column (Millipore, Billerica, MA), and used as a template for in vitro transcription with the T7 MEGAscript Kit (Ambion, Austin, TX) according to the manufacturer’s protocol. The resulting amplified RNA (aRNA) was phenol-chloroform extracted, purified with a Spin Column-30 (Sigma, St. Louis, MO), and quantified using the RiboGreen RNA Quantitation Kit (Invitrogen).

### Microarray hybridization, processing, and analysis

The Del-Mar 14 K Chicken Integrated Systems Microarray (Geo Platform accession no. GPL1731), an annotated cDNA array that has been previously described [24, 72] was used for transcriptional profiling of anterior pituitary mRNA expression in HG and LG chickens. A total of 32 individual animals were analyzed, with four replicate samples (*n* = 4) from each of the two lines (HG and LG) at each of the four ages (weeks 1, 3, 5, and 7). A reference hybridization design [73] was used for microarray analysis, where an internal reference pool was generated from equal amounts of aRNA from each sample. Individual aRNA samples from each animal were labeled with Cy3, an aliquot of the reference sample was labeled with Cy5, and equal amounts of each (1 μg) were hybridized together on a slide. This design necessitated the use of 32 microarray slides (one per individual pituitary gland). Labeling with Cy3 and Cy5, microarray hybridization, and image scanning were performed at the University of Maryland Biotechnology Institute’s Microarray Core Facility as previously described [68, 69].

Data from the microarray analysis were processed, normalized, and trimmed as described earlier [28, 68, 69] using software that is part of the TM4 suite of microarray data analysis applications [74] freely available from The Institute for Genomic Research (TIGR, Rockville, MD). During image processing, cDNA spots that were flagged due to lack of detection, detection below background, pixel intensity saturation, or malformation were rejected from further processing and normalization and removed from the dataset. Spots whose pixel intensity for all slides was < 90% of the lowest median pixel intensity for the salmon DNA control spots (background; 8 spots/slide) among all slides were also eliminated from further consideration, as were any spots that were not detectable on at least half of the slides. Microarray data files for the study were deposited in the GEO data repository (accession no. GSE122519, sample accession nos. GSM3473153 – GSM3473183).

The trimmed dataset consisted of 10,437 cDNA spots that were submitted for statistical analysis by two-way analysis of variance (ANOVA) using the general linear model (GLM) procedure of Statistical Analysis System (SAS Institute, Cary, NC) v. 9.4. Data were analyzed as log_2_(normalized Cy3/raw Cy5), or log_2_-ratio, for each spot, and differences were considered statistically significant at *P* ≤ 0.05. Genes with significant differences for the line-by-age interaction, main effect of line, and main effect of age are listed in Additional file 2. To further filter out false positives, these 2310 spots were considered identified as DEGs if the fold-difference among experimental groups was ≥1.6 (0.68 on a log_2_ scale). This resulted in 291 DEGs of interest for the line-by-age interaction or main effect of line, which were further subjected to downstream analysis for GO categorization, SOMs clustering, and IPA gene network and upstream regulator analysis.

For purposes of comparison between microarray expression data and RT-qPCR expression data (see below), data were transformed as 2^(log2ratio)^ and divided by the mean value of the age and line with the highest expression for that spot so that data are expressed relative to the age and line with the highest expression level (set to 100%). Relative expression data for individual values were log_2_-transformed prior to analysis using two-way ANOVA, and differences between groups were determined with the test of least significant difference (SAS) when the overall *P*-value for a given effect (genetic line-by-age, genetic line, or age) was statistically significant (P ≤ 0.05).

### Gene ontology and self-organizing maps analyses

DEGs were analyzed for GO enrichment terms based on biological process and molecular function using AgBase (http://agbase.arizona.edu/), a resource for functional analysis of agricultural gene products [75]. Of the 260 functionally annotated DEGs, 249 and 236 were successfully placed into GO categories based on biological process and molecular function, respectively. GeneCluster 2.0 [76] was used to organize the 291 DEGs into 16 SOMs clusters in a 4 × 4 configuration. Data were entered into the program as log_2_ratio_HGmean_ – log_2_ratio_LGmean_ at each age, in order to identify changes in relative expression between the lines which may be correlated with divergence in growth and body composition. A 4 × 4 grid was chosen in an iterative process to minimize both the variance within individual clusters and the redundancy of similar clusters, while still maintaining profiles that reflected divergence of HG and LG phenotypes.

### Gene interaction network and upstream regulator identification

The 260 DEGs that were functionally annotated using GeneBase were submitted to IPA in order to identify gene interaction networks and upstream regulators. Of these, 249 DEGs mapped to the IPA annotated database and were subjected to further analysis by the program. Data were entered into IPA as relative expression between HG and LG birds, (log_2_ratio_HGmean_ – log_2_ratio_LGmean_), for each mapped DEG at each of the four ages.

### RT-qPCR analysis

Two-step RT-qPCR was used to determine expression levels of pituitary hormone transcripts, as well as confirm expression patterns of 19 DEGs. Total RNA (1 μg) was used for reverse transcription reactions (20 μl) carried out with SuperScript III (Invitrogen) and an oligo (dT) primer [5′-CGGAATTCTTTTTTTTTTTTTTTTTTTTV-3′; Integrated DNA Technologies (IDT), Coralville, IA]. As a negative control for genomic DNA contamination, a pool of RNA from all samples was made, and the reaction was conducted as the others except the reverse transcriptase was not added (no-RT control). All reactions were diluted to 100 μl (5-fold) before quantitative PCR analysis.

Primers (IDT) used for PCR were designed with Primer Express Software (Applied Biosystems, Foster City, CA) from transcripts annotated in Ensembl chicken genome assembly Galgal4 (http://www.ensembl.org/Gallus_gallus/Info/Index), where possible. Primers for genes with missing or problematic annotations were designed using sequences in GenBank (https://www.ncbi.nlm.nih.gov/genbank/). Primers (Additional file 4) with parameters as described previously [77] were designed to span an intron within the 3′-end of the transcript, whenever possible. PCR reactions (15 μl) contained 1 μl diluted cDNA, 400 nM each primer, PCR buffer (50 mM KCl, 10 mM Tris–HCl, 0.1% triton-X-100), 0.12 U/μl Taq Polymerase, 200 nM dNTPs, 40 nM fluorescein (Invitrogen), and SYBR Green I Nucleic Acid Gel Stain (Invitrogen) diluted 1:10,000 and were carried out in the MyiQ Single-Color Real-Time PCR Detection System (Bio-Rad, Hercules, CA). Each PCR reaction was conducted in duplicate, and the Ct value used in subsequent calculations was the mean of the values from these duplicate reactions. PCR cycling conditions were as follows: initial denaturation at 95 °C for 3 min followed by 40 cycles of 95 °C for 15 s, 60 °C for 30 s, and 72 °C for 30 s. Dissociation curve analysis and gel electrophoresis were conducted to ensure that a single PCR product of appropriate size was amplified in each reaction and was absent from the no RT controls. Levels of mRNA for each candidate gene were normalized to mRNA levels of glyceraldehyde phosphate dehydrogenase (GAPDH). A variation of the comparative Ct method [78] was used to assess relative gene expression as previously described [77]. Briefly, each candidate mRNA was normalized to GAPDH mRNA and results expressed relative to the age and line with the highest expression level (equal to 100%). Data were log_2_-transformed prior to statistical analysis as described above for individual cDNA probes printed on the microarray.

## Additional files

Additional file 1: Significant gene lists. A Microsoft excel file containing three worksheets listing all genes that had a statistically significant (*P* ≤ 0.05) line-by-age interaction (“Line-by-Age Interaction”), main effect of line (“Main Effect of Line”), or main effect of age (“Main Effect of Age”). Each list contains the clone ID, the clone GenBank accession number, the clone BlastX and BlastN hits, *P*-value, Log_2_-fold difference between high growth and low growth lines, and the mean value for each line at each age. Genes highlighted in blue on each sheet have a greater than 1.6-fold difference in expression between the highest value in one line and the lowest value in the other.

Additional file 2: Differentially expressed genes (DEGs) and self-organizing maps (SOMs) clusters. A Microsoft excel file containing a single worksheet (“Differentially Expressed Genes”) listing all DEGs that had at least 16 observations, a statistically significant (P ≤ 0.05) line-by-age interaction or main effect of line, and at least a 1.6-fold difference between the lines. For each gene, the SOMs cluster, platform ID, clone ID, clone GenBank accession number, clone name, gene symbol, human protein ID, *P*-values for the line-by-age interaction or main effect of line, and log_2_ratio for each age are provided.

Additional file 3: Biological functions. A Microsoft excel file containing two worksheets listing the top five molecular and cellular function (“Mol and Cell Func”) and physiological system development and function (“Physiol Sys Dev and Func”) categories as determined by Ingenuity Pathway Analysis. Each sheet lists the category, functional annotation, P-values for overrepresentation, and a gene list for each functional annotation.

Additional file 4: Primer sequences. A Microsoft excel file containing a single worksheet (“RT-qPCR primers”) listing the primers used for RT-qPCR analysis. The gene symbol, full gene name, Ensembl chicken genome assembly Galgal4 transcript ID, forward and reverse primer sequences, and amplicon size are provided for each primer pair.

## Abbreviations

5HTR1B: Serotonin receptor 1B
ACTH: Adrenocorticotropic hormone
ADCY2: Adenylate cyclase 2
AKAP7: A-kinase anchoring protein 7
ALVE: Avian leucosis virus envelope
ANKRD27: Ankyrin repeat domain-containing protein 27
ANXA2: Annexin A2
B2M: Beta-2-microglobulin
CALR: Calreticulin
cAMP: Cyclic adenosine monophosphate
CASP8: Caspase 8
CDKN1C: Cyclin dependent kinase inhibitor 1C
CGA: α-glycoprotein hormone subunit
CHGB: Chromogranin B
CLU: Clusterin
COL1A2: Collagen, type I, alpha 2
CPNE1: Copine 1
DDIT4: DNA damage-inducible transcript 4
DEG: Differentially expressed genes
DIO: Deiodinase
EGR1: Early growth response protein 1
ERK1/2: Extracellular signal-regulated kinase 1/2
FLT1: Fms-related tyrosine kinase 1
FSH: Follicle-stimulating hormone
FZD4: Frizzled-4
GH: Growth hormone
GHR: Growth hormone receptor
GO: Gene ontology
GRIA1: Glutamate receptor, ionotropic, AMPA 1
HBA1: Hemoglobin alpha 1
HBA2: Hemoglobin alpha 2
HCK: Hematopoietic cell kinase
HG: High growth
HLA-A: Human leukocyte antigen A
HNRNPA2B1: Heterogeneous nuclear ribonucleoprotein A2/B1
HSPA5: Heat shock protein family A, member 5
HWS: High weight selected
IGF: Insulin-like growth factor
INRA: Institut National de la Recherche Agronomique
IPA: Ingenuity Pathway Analysis
IRF1: Interferon regulatory factor 1
LG: Low growth
LH: Luteinizing hormone
LWS: Low weight selected
MAP3K7: Mitogen-activated protein kinase kinase kinase 7
MAPRE2: Microtubule associated protein RP/EB family member 2
MDK: Midkine
MEK1: Mitogen-activated protein kinase/extracellular signal-regulated kinase kinase 1
MHC: Major histocompatibility complex
NR0B1: Nuclear receptor subfamily 0, group B, member 1
NR3C1: Nuclear receptor subfamily 3, group C, member 1 (glucocorticoid receptor)
OAS3: 2′-5′-oligoadenylate synthetase 3
OASL: 2′-5′-oligoadenylate synthetase like
PLXND1: Plexin D1
PODXL: Podocalyxin-like protein 1
POMC: Pro-opiomelanocortin
PPP3R1: Protein phosphatase 3 regulatory subunit B alpha
PRL: Prolactin
PTPRZ1: Protein tyrosine phosphatase, receptor type Z1
RASD1: Dexamethasone-induced ras-related protein 1
RT-qPCR: Reverse transcription-quantitative PCR
SEMA3C: Semaphorin 3C
SEMA3F: Semaphorin 3F
SMAD1: Mothers against decapentaplegic homolog 1
SOMS: Self-organizing maps
STAT1: Signal transducer and activator of transcription 1
STMN1: Stathmin 1
T_3_: 3,5,3′-triiodothyronine
T_4_: Thyroxine
TCR: T-cell receptor
TSH: Thyroid-stimulating hormone
UNCX: UNC homeobox
VEGF: Vascuar endothelial growth factor

How the deposited data were processed for this re-analysis (not part of the article)

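Anterior pituitaries of male chickens of a high growth (HG) and a low growth (LG) line were profiled at weeks 1, 3, 5 and 7 on a spotted cDNA array, 1 array per bird. The 31 arrays analysed here are those of 3 HG birds at week 1 and of 4 birds in each of the other groups. The paper states 4 birds in every group; HG week 1 replicate 3 was not analysed here. Cy3 carried amplified RNA of the bird and Cy5 a pool of all samples, with no dye swap. The first replicate of HG week 1 was kept as week 1, although a header inside its file names week 3, and was left out as an alternative.

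The authors scanned the arrays and read the spots with Spotfinder 2.2.4 (Otsu segmentation, spot sizes 3 to 25), and the deposited scanner columns are intensity values, sums over pixels with a local background beside each channel. These columns still hold the background, as checked on the values. The authors normalized them in MIDAS 2.18, with a background check at a signal-to-noise threshold of 3.0 in both channels, a lowess per print block with smoothing 0.33 and a regularization of standard deviations. The deposited value table holds the resulting log2 ratios of Cy3 to Cy5, and it matches the values in the single files within 5e-04.

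Here the intensities were background-corrected by normexp with an offset of 50, turned into log2 ratios and normalized by loess within each array. Spots with a flag other than good were set missing. A spot was tested when present on at least 16 of the 31 arrays and at least 1 array of each of the 8 groups, which left 17193 spots. On 19200 printed spots the arrays held 14786 to 18342 spots not flagged (median 16781), and median Cy3 signal over background ran from 2.58 to 6.28. Moderated tests came from limma 3.58.1 in R 4.3.3, with p adjusted over all tested spots by the Benjamini-Hochberg method and 0.05 as the threshold. The line difference is the mean of the 4 age differences, the change after week 1 is the mean difference at weeks 3, 5 and 7 minus that at week 1, and the interaction and age were F tests. The study's own two-way model, its unadjusted threshold and its 0.68 log2 (1.6-fold) rule were run beside them. Standard errors are those of limma, except those of list medians, which are taken over the spots of the list. P-values as small as the tables hold are printed as stored.

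Lists of genes were written from general knowledge and tested with cameraPR of limma on the moderated t, with a preset correlation of 0.01 and also with a correlation estimated from the residuals, for lists of at least 3 tested spots. The 29 lists are pituitary hormones, pituitary transcription factors, hypothalamic and hormone receptors, secretory granule and exocytosis, endoplasmic reticulum protein folding, interferon response, MHC class I antigen presentation, MHC class II antigen presentation, complement, glucocorticoid-responsive genes, thyroid hormone metabolism and action, cAMP, calcium and MAP kinase signaling, endothelium and angiogenesis, extracellular matrix and fibroblasts, proliferation, oxidative phosphorylation, cytosolic ribosomal proteins, endogenous retrovirus and RT-qPCR reference, and as markers erythrocytes, B cells and plasma cells, T cells, macrophages and granulocytes, glia and posterior pituitary, neurons of hypothalamus, retina and pineal gland, pars tuberalis and folliculostellate cells, adipocytes and skeletal muscle. The retrovirus list could draw names only from the study's significant genes. Lists that the study chose from these arrays were tallied and not tested, except the retrovirus list, which was tested like the others and counts among the called lists.

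Genes named in the text follow a rule: every gene the paper names as measured on the arrays (the values in its tables had been seen), the 10 largest line differences in each direction past adjusted p, the 5 largest at each age in each direction, the 10 smallest p for the interaction and for age, up to 4 members of each list by smallest line p, and all hormone, retrovirus and RT-qPCR reference spots. Gene names of spots came from the study's own gene lists where they gave one and otherwise from the platform table, and where they conflict a passage on that spot says so. Results for a few genes under this rule are not reported here.

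Alternatives set before the data were examined were print-tip loess, median centring, scaling between arrays, the deposited value table, all positive spots whatever their flag, spots on all 31 arrays, at least 2 arrays per group, the two-way model with adjusted p, unadjusted p, a trend and robust prior, array weights, the replicate number as a block, averaging spots of a clone, 1 spot per gene in lists, and leaving out each array in turn. Chosen after the data had been seen were no background correction, the authors' signal-to-noise filter, the arrays of replicate numbers 2 to 4, and the deposited table with the replicate block. Counts were also set against other splits of the birds, all 35 at a single age or 100 drawn ones, and, chosen after the data had been seen, against splits within replicate numbers. The tests of 3 patterns in the closing section were chosen after those patterns had been seen, with 100000 permutations.

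The fit was tested on simulated data with 200 changed spots. A line difference of 0.5, 1 and 2 log2 was recovered in 68.7, 88.1 and 100% of spots, a difference at week 7 alone in 23.9, 64.2 and 92.4%, an interaction in 9.0, 38.8 and 87.9% and an age effect in 43.3, 91.0 and 100%, with 0 wrong signs for line. Unchanged simulated data gave 0 calls, and of 800 random lists of 20 spots 0 were called, against 20 of 20 lists shifted by 0.3. Simulated spots vary independently, which real spots do not. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. The study's removal of spots by its salmon DNA control spots could not be repeated, since these spots are not marked.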

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

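The tests of the 3 patterns below were chosen only after those results had been seen, as were the splits within replicate numbers, while the tests on other splits of the birds had been set beforehand. In 50 of the 1055 groups of 4 birds over 179 named spots, 1 bird lay apart from the others by Dixon's rule, which is 4.74%; chance alone would give about 1 in 20 groups, or 52.8. The gap over the range is in brackets. In LG week 1 it was replicate 1 for DDIT4 (0.883), DIO1 (0.874) and GATA2 (0.861), replicate 2 for COL1A2 (0.876), and replicate 3 for CCNB1 (0.967). In HG week 3 it was replicate 1 for OAS3 22.1.9 (0.861), OAS3 35.13.4 (0.91), OAS3 40.9.1 (0.886) and OAS3 42.13.20 (0.844), replicate 2 for MOG (0.864), replicate 3 for HSPA5 11.9.5 (0.923), and replicate 4 for MAP3K7 7.7.9 (0.868) and SEMA3F (0.86). In LG week 3 it was replicate 1 for HERPUD1 (0.83), replicate 3 for STMN1 20.1.20 (0.911), and replicate 4 for CDKN1C (0.909), DIO1 (0.876), IGJ (0.834), NEFL (0.851) and TOP2A (0.8294). In HG week 5 it was replicate 2 for GH 43.6.11 (0.854), RPS20 (0.944) and TGM2 (0.934), and replicate 4 for MOG (0.898). In LG week 5 it was replicate 1 for HERPUD1 (0.873), NEFL (0.877) and SMAD1 (0.882), replicate 2 for PTPRZ1 (0.865), replicate 3 for COL1A2 (0.886), and replicate 4 for AP2B1 (0.928), CGA (0.864) and MOG (0.928). In HG week 7 it was replicate 1 for LHB (0.87), replicate 2 for COL1A2 (0.914), HLA-B (0.926) and OPTC (0.937), and replicate 4 for ALVE env 47.14.10 (0.92). In LG week 7 it was replicate 1 for AVD (0.943) and CALR (0.832), replicate 2 for CHGB (0.894), S100B (0.871), SCG3 (0.88) and THRSP (0.908), and replicate 4 for C1S (0.901), CD36 (0.912), DIO2 (0.94), FZD4 (0.882), GRIA1 (0.857) and RPS10 (0.833). LG week 3 replicate 4 and LG week 7 replicate 4 stand apart in 6 groups each.

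A difference between ages, tested by the interaction, singled out 6 spots: VIPR1 (adjusted p = 0.00964), UBE2N (adjusted p = 0.0324), UBQLN4 (adjusted p = 1.25e-05), EIF4EBP2 (adjusted p = 0.0402), and the unnamed 6.20.10 (adjusted p = 8.31e-05) and 21.20.17 (adjusted p = 0.0216). Outside the study's list of differing spots, 19 spots were called for line here, 10 higher in LG and 9 in HG. Higher in LG were unnamed 44.7.15 (-2.38, adjusted p = 0.0233), UBQLN4 (-1.51, adjusted p = 9.52e-05), HSPD1 (-1.03, adjusted p = 0.0388), TMCC2 (-0.64, adjusted p = 0.0262), unnamed 5.16.7 (-0.58, adjusted p = 0.0111), SLC32A1 (-0.53, adjusted p = 0.0393), unnamed 47.10.5 (-0.52, adjusted p = 0.0312), ARIH1 24.17.2 (-0.43, adjusted p = 0.0388), GPC3 (-0.43, adjusted p = 0.0332) and JAG2 (-0.40, adjusted p = 0.027). Higher in HG were WDR20 (0.23, adjusted p = 0.0424), unnamed 4.18.11 (0.29, adjusted p = 0.0388), RGS5 (0.30, adjusted p = 0.0307), unnamed 9.12.12 (0.32, adjusted p = 0.0191), ALDOC (0.34, adjusted p = 0.0191), CDK2AP1 (0.35, adjusted p = 0.00154), AP2B1 (1.19, adjusted p = 0.0342), unnamed 6.20.10 (1.62, adjusted p = 0.000262) and unnamed 21.20.17 (1.66, adjusted p = 0.00647). Of these, GPC3, JAG2, ARIH1 24.17.2, WDR20, RGS5, ALDOC, CDK2AP1 and the unnamed spots fall outside the naming rule and were named after their values were seen.

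ADCY2, CDKN1C, LOXL2 and TMCC2 had means far lower in HG than in LG birds at week 7, and their deviations from the group means followed the mean of 4 immunoglobulin spots, with a median correlation of 0.787 over 4 relations (Pearson r 0.835, 0.876, 0.74 and 0.739 with permutation adjusted p = 2e-05, 2e-05, 4e-05 and 0.00015, Spearman rho 0.646, 0.793, 0.632 and 0.654 with adjusted p = 0.00028, 4e-05, 0.00028 and 0.00032). Without the 2 farthest birds r was 0.678, 0.822, 0.749 and 0.366, and the smallest unadjusted p, 1e-05, is the smallest the permutations can give. With that mean as a covariate the median week 7 difference of -2.425 became -0.453, from -3.17 to -0.45 (interval -1.84 to 0.93) for ADCY2, -2.87 to 0.86 (interval -0.54 to 2.26) for CDKN1C, -1.98 to -0.87 (interval -1.56 to -0.17) for LOXL2, which still excludes 0, and -1.52 to -0.45 (interval -0.97 to 0.06) for TMCC2, while in the authors' own values the median stays at -2.479. RNA of B cells and plasma cells is therefore a candidate explanation, with cross-hybridization untested, and the normalization used here is an unlikely source. The marker list behind it holds 5 spots of only 2 genes, IGJ and IGLL1/IGLL5, and no other B cell marker of the list had a tested spot.

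Some limits bear on that reading, since the median correlation of 0.787 comes from spots picked because they showed the pattern. The 4 immunoglobulin spots were those on at least 24 arrays, a minimum chosen after values were seen (week 7 differences IGJ -2.05, IGLL1/IGLL5 spots -3.16, -1.51 and -3.14, adjusted p = 0.0184, 0.205, 0.286 and 0.337), and with the fifth, 47.16.10 (-0.66, adjusted p = 1), the median r is 0.768 and the median difference -0.488. TMCC2 has other spots, 16.5.13 at -1.93 at week 7 (adjusted p = 0.27) and 19.3.13 at 0.11 (adjusted p = 1), so the gene itself may not follow.

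The interferon response and MHC class I spots at week 5 make the second pattern. Of the 35 splits of the week 5 birds only 1, the real one, gave an interferon p as small (1.04e-21 against 3.32e-10 for the next), and likewise for MHC class I (2.41e-16 against 1.81e-12). Leaving out 1 week 5 bird raised the interferon adjusted p to at most 6.15e-14, so a single bird does not carry it. Macrophage and granulocyte spots had a median difference of -0.191 (standard error 0.093), under 0.5 of the interferon median of -0.415 by less than that error, and the 3 T cell spots one of -0.26 (standard error 0.103), over 0.5 of it. These standard errors are taken over the spots of a list and do not measure the spread between birds. Whether more immune cells in LG glands could account for the pattern therefore stays open.

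The third pattern is the 6 interaction calls. Each has a group of 1 array, so that requiring at least 2 arrays in each group leaves 0 by construction and does not decide whether such groups are the source. The median mean log2 intensity of the 6 is 7.54, under the 25th percentile of 8.79 and the median of 10.13 of all tested spots. Dimness of the spots may therefore account for these calls.

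Against other splits of the birds, the real grouping gave the only count as large for line (1 of 100 splits, 52 spots against at most 10), for week 7 (1 of 35, 9 against 4), for age (1 of 100, 100 against 19), and for lists over the 4 ages (1 of 100, 10 against 8) and by age (1 of 100, 27 against 16), so a count as large by chance is unlikely for these. The other splits called a median of 6 lists by age, so some of the 27 may be chance calls. The counts do not tell which. Chance cannot be excluded for week 1 (35 of 35 splits as large, 2 against 32), week 3 (31 of 35, 2 against 20), week 5 (3 of 35, 7 against 502), the change after week 1 (82 of 100, 3 against 32), the interaction (49 of 100, 6 against 323) or the study's criteria (24 of 100, 546 against 1167, with a median of 439). By unadjusted p, 94 of 100 splits gave as many as the 441 interaction spots and 16 of 100 as many as the 1221 line spots. Splits with 502 and 323 calls, which part the week 5 birds alike, point to structure among the samples that the labels of line and age do not describe. These splits disregard the replicate number, and the highest at week 1 (32) and week 3 (20) part the arrays of numbers 1 and 3 from those of 2 and 4.

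Splits that exchange birds only within a replicate number were run with that number as a block. Their highest count is 10 for the interaction and 2 at week 5, against 323 and 502 in the splits above, and is not lower for lists. The splits with 323 and 502 calls share a week 5 grouping, HG replicates 1 and 4 with LG replicates 1 and 2. Exchanging birds within a replicate number cannot put replicate 1 of both lines together, so that grouping could not recur here. The next highest counts above are 14 for the interaction and 9 at week 5. The block, the kind of split and, at week 5, the number of splits all differ, so what lowers these cannot be told. A count as large by chance is again unlikely for line (1 of 100 splits as large, 93 spots against at most 8), age (1 of 100, 156 against 5) and lists by age (1 of 100, 27 against 16, with a median of 6). For lists over the 4 ages 3 of 100 were as large, with up to 12 against the real 9, so chance is not excluded. Nor is it excluded for the change after week 1 (77 of 100, 2 against 9) or the interaction (65 of 100, 3 against 10). At a single age there are only 8 such splits, too few for a share under 0.05, with 2 against 6 at week 1 (7 of 8 as large), 3 against 5 at week 3 (4 of 8), 13 against 2 at week 5 (1 of 8) and 10 against 1 at week 7 (1 of 8). Without the retrovirus list, a count chosen after the data had been seen, 8 lists over the 4 ages stand against at most 9 (3 of 100 splits as large) and 24 by age against 14 (1 of 100), and within replicate numbers 8 against 11 (3 of 100) and 25 against 16 (1 of 100).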

How the results depend on the processing

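The check on replicate numbers, the list counts without the retrovirus list and the 4 settings named as such below were chosen after the data had been seen, and all other tests beforehand. Arrays whose median Cy3 signal is only 2.58 to 6.28 times the background leave dim spots imprecise, and groups of 3 or 4 birds leave single ages imprecise. LHB, SDC1, HPGDS, CPNE1, TAT, TGM2, AKR1B10, MXRA7 and NELL2 kept their line calls in every setting they were tested in and without any single array. FSHB, TSHB, SEMA3C, PLXND1, HLA-B, LCAT, ARIH1, DTX3, KLHL14 and WDR33 did so in all but the arrays of replicate numbers 2 to 4, where 18 spots were called for line, 15 of them among the 52. The planned background setting is the same as the processing used here, so it adds nothing, and where a setting changed a count the cause was not tested.

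Counts that moved by more than 1.5 times are given by setting, from 52 for line, 2, 2, 7 and 9 at weeks 1, 3, 5 and 7, 3 for the change after week 1, 6 for the interaction, 100 for age, 546 by the study's criteria, and 10 and 27 lists. Unadjusted p: 1221 for line, 516 at week 1, 719 at week 3, 959 at week 5, 828 at week 7, 631 for the change, 441 for the interaction, 1512 for age (in order 7.1, 3, 4.18, 5.58, 4.82, 3.67, 2.56 and 8.79% of the spots). Print-tip loess: 89 for line. Median centring: 1 at week 1, 0 at week 5, 1 for the change, 3 for the interaction. Scaling between arrays: 4 at week 3, 0 at week 5. The deposited value table: 188 for line, 38 at week 5, 67 at week 7, 0 for the interaction, 164 for age, 285 by the study's criteria, 16 lists, 42 lists by age. All positive spots whatever their flag: 0 at week 1, 0 at week 3, 1 at week 5, 4 at week 7, 0 for the change, 0 for the interaction, 62 for age. Spots on all 31 arrays: 0 at week 1, 0 at week 3, 13 at week 5, 3 at week 7, 0 for the change, 0 for the interaction, 235 by the study's criteria, 5 lists, 17 lists by age. At least 2 arrays per group: 0 at week 1, 0 at week 3, 0 for the change, 0 for the interaction. The two-way model with adjusted p: 1 at week 1, 0 at week 5, 1 for the change, 2 for the interaction, 66 for age. A trend and robust prior: 3 for the interaction. Array weights: 103 for line, 1 at week 1, 5 at week 3, 0 at week 5, 62 at week 7, 166 for age. A block of replicate numbers: 93 for line, 13 at week 5, 3 for the interaction, 156 for age. Averaging spots of a clone: 1 at week 1. No background correction: 97 for line, 1 at week 1, 19 at week 5, 14 at week 7. The authors' signal-to-noise filter: 85 for line, 0 at week 3, 33 at week 5, 1 for the change, 1 for the interaction, 335 by the study's criteria. Arrays of replicate numbers 2 to 4: 18 for line, 5 at week 1, 1 at week 3, 5 at week 7, 3 for the interaction, 51 for age. The deposited table with that block: 367 for line, 11 at week 3, 57 at week 5, 128 at week 7, 1 for the change, 0 for the interaction, 314 for age, 300 by the study's criteria. An estimated correlation: 3 lists, 14 lists by age. A line difference of at least 0.68 besides adjusted p left 21 spots. By the study's criteria, the fold rule at the same age left 362 spots and adjusted p left 36. No background correction, the signal-to-noise filter, the arrays of replicate numbers 2 to 4 and the deposited table with the block are the settings chosen after the data had been seen. The share of line calls higher in HG, 51.9%, ran from 35.9% without HG week 3 replicate 3 to 62.2% without HG week 7 replicate 1, with 36.5% under the signal-to-noise filter, 41.8% without HG week 1 replicate 4 and 42.7% with print-tip loess. The receptor list at week 3 turned direction under that filter (list hypothalamic and hormone receptors, week 3, adjusted p = 0.0455).

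Leaving out 1 array gave 38 to 141 for line, 0 to 13 at week 1, 1 to 6 at week 3, 0 to 47 at week 5, 3 to 17 at week 7, 0 to 12 for the change, 3 to 12 for the interaction, 55 to 120 for age, 521 to 729 by the study's criteria, 9 to 13 lists, 20 to 30 lists by age. The list B cells and plasma cells, week 3, ran from an adjusted p of 4.7e-09 to 0.855, and turned direction without HG week 3 replicate 2 (0.855), LG week 3 replicate 2 (0.836) or LG week 3 replicate 3 (0.824).

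Arrays share replicate numbers 1 to 4 across groups. Over 105 pairs of arrays with 1 number, deviations from group means correlate by 0.192 on average (lowest -0.113), with 81 pairs (77.1%) over 0.1 and a mean of -0.064 for pairs with other numbers, and 27 of 31 arrays correlate best with their own number. Numbers 1 to 4 follow runs of slide numbers, 24 to 31, 32 to 39, 41 to 47 and 48 to 55. HG week 5 replicate 2, slide 56, is the exception. Median spots with an authors' value per array rose from 7894.5 for number 1 to 12339.5 for number 4. The labels state no pairing, so the block served only as a setting and in the splits within replicate numbers. The main tests have no block, so variation between replicate numbers stays in the error where every group holds each number. HG week 1 lacks replicate 3, and HG week 5 replicate 2 lies outside the slide run of its number. Such variation can therefore also enter the differences at weeks 1 and 5, the line difference and the change after week 1.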

Differences from the paper's values

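All comparisons with the alternatives named first in each sentence were set before the data were examined, and the settings chosen afterwards are marked; array weights were set beforehand and compared with the paper's values afterwards. The paper counts 291 spots by its criteria, 110 with an interaction and 181 for line alone, and here there are 546, 217 and 329. A count is taken as within the paper's where the larger is at most 1.5 times the smaller. The deposited value table (285, 110 and 175) and spots on all 31 arrays (235, 79 and 156, from only 7786 tested spots) come within the paper's counts by that rule, and print-tip loess, median centring, scaling between arrays, all positive spots, at least 2 arrays per group, array weights, the replicate block and averaged clones do not. Of the settings chosen afterwards, the signal-to-noise filter (335, 123 and 212), no background correction (375, 155 and 220) and the deposited table with the block (300, 120 and 180) come within them and the arrays of replicate numbers 2 to 4 (555, 227 and 328) do not. The paper counts 10437 spots on at least 16 arrays, and here 17408 are, with the deposited value table within the paper's count.

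A line difference is said to differ where its sign is not the paper's or where the gap exceeds the larger SD of the 2 groups, and to come within the paper's value otherwise, so values close to 0 can differ by sign alone. Of 187 line differences at single ages that the paper states and that are compared here, 175 have the same sign here and 15 differ, against 184 of 184 with the same sign and 0 that differ in the deposited value table. For the following the deposited value table comes within the paper's value, and the other alternatives set beforehand do not, among them spots on all 31 arrays only for PTPRZ1 and SMAD1, since the other spots are not on all arrays: ALVE env (spot 46.8.10) at week 7: the paper -2.72, here -4.46, CDKN1C (spot 48.5.1) at week 1: the paper -0.19, here 0.08, CDKN1C (spot 48.5.1) at week 3: the paper -0.63, here 0.85, CHGB (spot 19.3.6) at week 7: the paper 0.05, here -0.57, FZD4 (spot 8.8.2) at week 3: the paper -0.02, here 0.18, MAP3K7 (spot 22.4.1) at week 1: the paper -0.21, here 0.1, OAS3 (spot 22.1.9) at week 7: the paper -0.01, here 0.11, PTPRZ1 (spot 35.2.17) at week 1: the paper -0.49, here 0.07, SMAD1 (spot 22.1.14) at week 1: the paper -0.35, here 0.3. Of the settings chosen afterwards, the deposited table with the block comes within all of these but OAS3, the signal-to-noise filter within CDKN1C at week 3, MAP3K7, OAS3, PTPRZ1 and SMAD1, and no background correction within SMAD1. Leaving out 1 array also brings some within it: HG week 1 replicates 2 or 4 or LG week 1 replicate 2 for CDKN1C at week 1, HG week 1 replicate 2 for MAP3K7, and HG week 7 replicate 1 or LG week 7 replicate 4 for OAS3.

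For B2M (spot 47.1.5) at week 1 the paper gives 0.05, here 0.6, and for HNRNPA2B1 (spot 12.2.20) at week 1 the paper gives -0.2, here 0.09. Scaling between arrays, the deposited value table and array weights come within these, as do, chosen afterwards, the signal-to-noise filter, the arrays of replicate numbers 2 to 4, the deposited table with the block and, for B2M, no background correction. The other alternatives compared do not, nor do leave-one-out fits except those without HG week 1 replicate 1 for both, LG week 1 replicate 2 for B2M and LG week 1 replicate 1 for HNRNPA2B1. For DIO2 (spot 19.3.14) at week 7 the paper gives 0.01, here -0.03, with print-tip loess, the deposited value table and the fits without HG week 7 replicate 3 or LG week 7 replicate 4 within it and, of the settings chosen afterwards, only the deposited table with the block; the others compared are not. For FSHB (spot 10.2.20) at week 5 the paper gives 1.29, here 1.75, with print-tip loess, median centring, scaling, the deposited value table, array weights and the fits without HG week 5 replicates 2, 3 or 4 or LG week 5 replicate 1 within it, as are, chosen afterwards, the signal-to-noise filter, the arrays of replicate numbers 2 to 4 and the deposited table with the block; the others compared are not. For HSPA5 (spot 11.9.5) at week 7 the paper gives 0.97, here 0.72, with print-tip loess, scaling, the deposited value table, array weights and the fits without replicates 1 or 4 of HG or 2 or 4 of LG at week 7 within it and, of the settings chosen afterwards, only the deposited table with the block; the others compared are not. For ADCY2 (spot 32.1.6) at week 3 the paper gives -2.27, here 0.43, where the deposited value table, which lacks a group of this spot, was not compared, nor was the signal-to-noise filter; of the alternatives compared only the fits without LG week 3 replicate 2 or 3 come within it.

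The paper lists GH among the array differences, by line or interaction at unadjusted p, and by RT-qPCR found none for GH between lines or over time. Here its spot 43.6.9 passed neither for line (adjusted p = 0.619) nor for the interaction (adjusted p = 1), with unadjusted p = 0.0367 and 0.0184. By RT-qPCR the paper found PRL and CGA higher in HG, and it calls the courses of ALVE, HTR1B and CHGB, among others, comparable by array and RT-qPCR. It also reports RT-qPCR of genes in its networks. Of the 291 spots the paper calls, 33 pass adjusted p for line here and 196 pass unadjusted p for line. The paper's rule also takes spots by the interaction, and by its full criteria 213 of the 291 pass here. The calls that follow are for line only, so a spot not named may still pass by the interaction at unadjusted p. Unadjusted p for line calls GH, ADCY2, AKAP7, both ALVE spots, ANKRD27, B2M 19.15.3, CALR, CASP8, DDIT4, FLT1, GRIA1, HNRNPA2B1, HSPA5 22.3.3, HTR1B, MAP3K7 22.4.1, MAPRE2, NR0B1, PPP3R1, PTPRZ1, RASD1, SMAD1 and UNCX. With adjusted p, the deposited value table calls AKAP7, ALVE 46.8.10, ANKRD27, FLT1, MAPRE2, SMAD1 and UNCX, spots on all 31 arrays call AKAP7, ANKRD27 and FLT1, print-tip loess AKAP7 and FLT1, array weights ALVE 46.8.10 and FLT1, the replicate block HTR1B and FLT1, and 2 arrays per group and the trend and robust prior FLT1. Among the settings chosen after seeing the values, no background correction calls ANKRD27, FLT1, MAP3K7 22.4.1, PTPRZ1 and SMAD1, the signal-to-noise filter AKAP7, ALVE 46.8.10, ANKRD27 and FLT1, and the deposited table with the block all of these, besides CALR, CASP8, CGA, DDIT4, GRIA1, HNRNPA2B1, HTR1B, MAPRE2 and UNCX.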

Other observations

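Of the tests here only the fit to the arrays of replicate numbers 2 to 4 was chosen after the data had been seen. SLC32A1, the transporter that loads inhibitory transmitters into vesicles, was higher in LG at -0.53 (standard error 0.11, adjusted p = 0.0393), with 1 sign at 4 of 4 ages. The call is loose, held in 16 of the 31 fits that leave out 1 array (adjusted p up to 0.0924), and lost with all positive spots whatever their flag, with the two-way model at adjusted p and with only the arrays of replicate numbers 2 to 4. Glia and posterior pituitary genes did not differ over the 4 ages (adjusted p = 0.18, 9 of 15 negative, called over all spots 0 in HG and 1 in LG, and over the list alone 2 and 2) and were higher in LG at week 5 (adjusted p = 0.0119 and adjusted p = 0.0187 with an estimated correlation, 9 of 15 negative, called over all spots 0 in HG and 0 in LG, and over the list alone 0 and 3), a call lost without HG week 5 replicate 2 (adjusted p = 0.0608) or with only spots on all 31 arrays; over the 4 ages they passed with the deposited value table. The transcription factor SOX10 at -0.44 (adjusted p = 0.406), the myelin gene MOG at 0.48 (adjusted p = 0.276) and the lipoprotein gene APOA1 at 0.32 (adjusted p = 0.375) did not pass, and in MOG HG week 3 replicate 2 lay apart from its group at 1.53, with the nearest bird at 0.19, HG week 5 replicate 4 lay apart from its group at -0.92, with the nearest bird at -0.19, and LG week 5 replicate 4 lay apart from its group at -1.66, with the nearest bird at -0.55. Genes of hypothalamic neurons did not differ (adjusted p = 0.328, 5 of 9 negative, called over all spots 0 in HG and 1 in LG, and over the list alone 0 and 2), with the neurofilament gene NEFL at 0.19 (adjusted p = 0.465) and the stathmin family gene STMN2 at 0.12 (adjusted p = 0.804). In NEFL LG week 3 replicate 4 lay apart from its group at -0.19, with the nearest bird at 0.09, and LG week 5 replicate 1 lay apart from its group at 0.03, with the nearest bird at 0.37.

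Retina and pineal genes were higher in LG over the 4 ages (adjusted p = 0.00176, 12 of 14 negative, called over all spots 0 in HG and 0 in LG, and over the list alone 0 and 3, but adjusted p = 0.0572 with an estimated correlation) and at week 7 (adjusted p = 0.000443 and adjusted p = 0.0341 with an estimated correlation, 12 of 14 negative, called over all spots 0 in HG and 0 in LG, and over the list alone 0 and 2), with the opsin genes RGR at -0.52 (adjusted p = 0.0542) and OPN4 at -0.34 (adjusted p = 0.25), the retinoid isomerase gene RPE65 at -0.44 (adjusted p = 0.175) and the serotonin synthesis gene TPH1 at -0.17 (adjusted p = 0.853) each not passing. RGR passed for line when any 1 of HG week 1 replicate 4, LG week 1 replicate 3, HG week 3 replicate 3, HG week 5 replicate 1, LG week 5 replicate 4 and LG week 7 replicate 4 was left out (adjusted p = 0.00992 to 0.0471), and also with each of print-tip loess, scaling between arrays, the deposited value table, only spots on all 31 arrays, at least 2 arrays per group, a trend and robust prior, array weights and the replicate number as a block. OPN4 passed with each of the deposited value table and array weights. Adipocyte genes were higher in HG over the 4 ages (adjusted p = 0.00567, 7 of 9 positive, called over all spots 0 in HG and 0 in LG, and over the list alone 3 and 0 and adjusted p = 0.0111 with an estimated correlation), a call lost with 1 spot per gene or only spots on all 31 arrays, and at week 5 (adjusted p = 0.0258 and adjusted p = 0.035 with an estimated correlation, 7 of 9 positive, 0 called over all spots or over the list alone), lost without HG week 5 replicates 1 or 3 or LG week 5 replicates 1 or 4 (up to 0.128) and with 1 spot per gene, the deposited value table, all positive spots whatever their flag or only spots on all 31 arrays. Their members CFD, the adipsin gene, at 0.46 (adjusted p = 0.097), CD36, a fatty acid transporter, at 0.23 (adjusted p = 0.958), ADIPOQ, adiponectin, at 0.06 (adjusted p = 0.977) and FABP4, a fatty acid binding protein, at -0.05 (adjusted p = 0.98) did not pass, and in CD36 LG week 7 replicate 4 lay apart from its group at -2.98, with the nearest bird at 0.07. Oxidative phosphorylation genes were higher in HG over the 4 ages (adjusted p = 0.0479, 28 of 40 positive, 0 called over all spots or over the list alone, but adjusted p = 0.0729 with an estimated correlation), held in 15 of the 31 fits that leave out 1 array (up to 0.128) and lost with print-tip loess, all positive spots whatever their flag, only spots on all 31 arrays, at least 2 arrays per group or the replicate number as a block, with the members NDUFC2 at 0.23 (adjusted p = 0.634), COX6C at 0.17 (adjusted p = 0.786), ATP5C1 at 0.15 (adjusted p = 0.775) and ATP5G1 at 0.11 (adjusted p = 0.771). Pars tuberalis and folliculostellate genes were higher in HG at week 3 (adjusted p = 0.00589 and adjusted p = 0.0147 with an estimated correlation, 4 of 5 positive, called over all spots 0 in HG and 0 in LG, and over the list alone 1 and 0), lost without HG week 3 replicate 3 or LG week 3 replicate 2 (up to 0.0575), and did not differ over the 4 ages (adjusted p = 0.151, 2 of 5 positive, called over all spots 1 in HG and 0 in LG, and over the list alone 1 and 0), where the median of -0.07 differs in sign from the test, with CDH1 at -0.20 (adjusted p = 0.964) and S100B at -0.11 (adjusted p = 0.987). TSHB and CGA belong to this list and to the hormone list, so its week 3 call is not separate from that of the hormones. For the list pars tuberalis and folliculostellate cells, line passed without HG week 1 replicate 2 (adjusted p = 0.039) and with each of the deposited value table, all positive spots whatever their flag and at least 2 arrays per group. In S100B LG week 7 replicate 2 lay apart from its group at 1.62, with the nearest bird at -0.13. Skeletal muscle genes did not differ (adjusted p = 0.533, 6 of 9 positive, 0 called over all spots or over the list alone), with ACTA1 at 0.11 (adjusted p = 0.93), DES at 0.18 (adjusted p = 0.918), MYL2 at 0.05 (adjusted p = 0.994) and TNNT3 at -0.02 (adjusted p = 0.997).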
